# Perivascular Adipocytes’ Adipogenesis Is Defined by Their Anatomical Location in the Descending Thoracic Aorta

**DOI:** 10.3390/cells14080579

**Published:** 2025-04-11

**Authors:** G. Andres Contreras, C. Javier Rendon, Alyssa Shadowens, Miguel Chirivi, David Salcedo-Tacuma, D. Adam Lauver, Stephanie W. Watts

**Keywords:** perivascular adipose tissue, thoracic aorta, adipogenesis, hypertension

## Abstract

Cardiovascular diseases such as hypertension alter thoracic aorta structure. The role that the outer layer of the aorta, its perivascular adipose tissue (PVAT), plays in the pathogenesis of these alterations is poorly understood. In the descending thoracic aorta, PVAT is organized into three distinct strips: one located anterior to the aorta (AP) and two positioned laterally (LP). Genetic tracing indicates differences in the ontogeny of LP and AP, but the implications of these developmental differences and PVAT distribution on adipocyte development remain unknown. We hypothesize that the anatomical location of adipocyte progenitors influences their adipogenic potential and vasoactive functions. PVAT from LP and AP was collected from male SD rats at 10 wks of age (n = 7) to harvest adipocyte progenitors that were differentiated to adipocytes in adipogenic media. Adipogenesis was evaluated after induction and we performed next-generation RNA-seq on progenitors and adipocytes. We then employed Gene Set Enrichment Analysis for enrichment and network analyses. LP progenitors exhibited a 1.13-fold higher adipogenesis rate compared to those from AP. DEG analysis revealed LP had higher expression of adipogenic regulators and basal collagens *Col4a2* and *Col4a4*. When challenged with angiotensin-II, adipocyte progenitors from LP maintained their adipogenic capacity and adipocytes from the same site maintained their secretion of adiponectin at higher rates than AP cells. However, treatment with a Piezo1 mechanoreceptor agonist reduced LP’s adipogenic capacity and diminished their adiponectin secretion. These findings highlight site-specific differences in adipogenic activity, extracellular matrix composition, and the secretion of the vasoactive adipokine adiponectin between the LP and AP PVAT strips of the thoracic aorta, suggesting potential functional distinctions in vascular health and disease.

## 1. Introduction

During the pathogenesis of cardiovascular diseases such as hypertension and atherosclerosis, the descending thoracic aorta volume, wall thickness, and stiffness increase [1,2,3]. In hypertension, this remodeling process is well characterized in the aorta’s tunicas intima, media, and adventitia. However, changes occurring in the fourth layer, the perivascular adipose tissue (PVAT), during hypertension and other cardiovascular diseases are not well understood, due in part to the fragmented understanding of the biology of the tunica adiposa.

The descending thoracic aorta’s PVAT is distributed in three strips of tissue defined by anatomical landmarks: one strip is located anterior to the aorta (AP), while the other two (LP) are positioned laterally to the vessel and are adjacent to the thoracic vertebrae [4]. In both humans and rodents, the LP are larger, and exhibit dynamic populations of brown and white adipocytes that change during development, aging, and disease [5,6,7].

As in other adipose depots, adipocyte populations in the thoracic aorta PVAT are maintained by adipogenesis of adipocyte progenitors. These cells descend from fibroblast-like pluripotent stem cells. Genetic tracing in rodents indicates LP’s adipocytes descend from Sm22α^+^ and Myf5^+^ progenitors while AP’s are mostly from Sm22α^+^ origin [4]. The adipogenesis process prepares progenitors to exert functions typical of adipocytes including fatty acid and triglyceride synthesis, production and synthesis of adipokines, triglyceride hydrolysis, and export of fatty acids to be used as energy substrates by other tissues [8]. A unique aspect of PVAT is its vasoactive capacity. Adipocytes from this depot secrete adipokines such as adiponectin, which are potent vasorelaxants [9]. Therefore, maintaining a healthy and abundant population of adipocytes in PVAT may be important for cardiovascular health.

Currently, the implications of the unique anatomical distribution of the thoracic aorta PVAT (i.e., LP and AP) and its ontology on the development and function of its adipocytes are unknown. We hypothesize that the anatomical location of adipocyte progenitors influences their adipogenic potential and their vasoactive function. Here we demonstrate that AP and LP progenitors and adipocytes are not similar populations and that this diversity has implications on their biology as energy-storing cells and their vasoactive functions.

## 2. Materials and Methods

### 2.1. Animals

Male Sprague–Dawley rats (8–10 weeks old; Charles River Laboratories, Portage, MI, USA, RRID: SCR_003792) were housed in a temperature-controlled room (22 °C) under a 12:12 h light–dark cycle with environmental enrichment in standard cages. Rats had ad libitum access to standard chow and distilled water. All procedures were approved by the Michigan State University Institutional Animal Care and Use Committee (protocol no. PROTO202000009) and complied with the *Guide for the Care and Use of Laboratory Animals*, 8th edition [10]. Rats were anesthetized with an intraperitoneal injection of 60–80 mg/kg of pentobarbital. Deep anesthesia was verified by the lack of paw pinch and eye-blink reflexes, and death was assured by pneumothorax.

### 2.2. Adipocyte Progenitors Isolation and Culture

The thoracic aorta, along with its PVAT, was dissected and immersed in Krebs–Ringer Bicarbonate Buffer (KRBB, Teknova, Hollister, CA, USA, Cat N° H1030) supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 0.25 µg/mL amphotericin B, and 50 µg/mL gentamicin. PVAT adipocyte progenitors were isolated as described [11]. The PVAT was separated from the thoracic aorta under a dissection stereoscope, and ~50 mg fragments were minced in 1–3 mm fragments and transferred into 24-well plates. After 5 min of incubation, 200 µL of MesenPro RS Complete Medium (Thermo Fisher Scientific, Waltham, MA, USA, Cat N° 12746012) was carefully added, and the tissue fragments were incubated at 37 °C. The medium was changed every 48 h until adipocyte progenitors migrated from within the tissue and reached confluency on the plate surface, at which point they were passed into flasks for expansion. Upon passage to flasks, cells were expanded as previously described [12].

### 2.3. Adipogenesis Experiments

Adipocyte progenitors were seeded in 6-well plates and induced to differentiate into adipocytes in standard adipogenic media alone, as previously described by our group [12]. Adipogenesis was assessed by staining neutral lipids with BODIPY 493/503 (Thermo Fisher, cat. no. D3922) and nuclei with NucSpot^®^ Live 650 (Biotium, Fremont, CA, USA, cat. no. 40082). Adipogenic activity was quantified as the ratio of BODIPY fluorescence intensity to nuclei count. Live-cell imaging was performed every 6 h over 4 days using the IncuCyte^®^ S3 system. Image analysis after 4 days in culture was conducted with IncuCyte ZOOM™ software (v2018A).

### 2.4. Angiotensin II and Yoda1 In Vitro Experiments

Adipocyte progenitors were plated in 96-well plates and induced to adipogenesis as previously described [12]. The cells were then exposed for 7 days to either the vasoactive peptide angiotensin II (1 µM; MedChem Express, Monmouth Junction, NJ, USA, Cat. No. HY-13948) or the Piezo1 mechanosensor agonist Yoda1 (10 µM; Tocris, Avonmouth, Bristol, UK, Cat. No. 5586), following protocols established by our group [12] and others [13]. After the 7-day treatment period, cells were harvested to assess triglyceride content using the Triglyceride-Glo kit (Promega, Madison, WI, USA, Cat. No. J3161) and adiponectin levels using the Rat Total Adiponectin/Acrp30 ELISA kit (R&D Systems, Minneapolis, MN, USA, Cat. No. RRP300), following manufacturers’ instructions.

### 2.5. RNA Isolation and Purification

RNA was isolated using the Maxwell^®^ RSC simplyRNA cells kit (AS1390, Promega) according to previously published protocols [12]. The purity, concentration, and integrity of mRNA were checked using a NanoDrop One^C^ spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). All samples had a 260:280 nm ratio between 1.9 and 2.1 and RNA integrity number ≥ 8.

### 2.6. RNA-Seq Analyses

RNA samples were sent to Novogene Corporation Inc. (Sacramento, CA, USA) for sequencing in the Illumina platform. Data quality control was performed with FastQC v.0.11 (www.bioinformatics.babraham.ac.uk/projects/fastqc/ accessed on 5 May 2024). After data filtering, clean reads were mapped to the Rnor_6.0 reference genome using HISAT 2.1.0 [14]. After genome mapping, featureCounts v1.22.2 was used to count the number of reads and quantify the number of transcripts (FpKM) to perform differential expression analysis ([15]).

Gene count matrix was filtered for genes with low transcription abundance, and features with constant values (either 0 or empty) were removed. The gene counts were then normalized using the DESEQ2.0 model followed by differential expression analysis [16]. Principal components analysis (PCA) and 3D PCA analyses were plotted with R v4.0.2 using the plotlib package v 4.10.1. Genes with significant thresholds and false discovery rates (FDRs) < 0.05 were defined as Differential Expressed Genes (DEGs) and captured for further analysis. All data is available in NCBI Gene Expression Omnibus (accession number: GSE244664).

### 2.7. Enrichment Analysis

Gene Set Enrichment Analysis (GSEA) was conducted utilizing the ClusterProfiler package v 4.5.2 in R (v4.0.2), aimed at identifying enriched pathways within the gene expression profiles derived from RNA-seq data sets [17]. Genes were ranked according to their average fold change and statistical significance, False Discovery Rate (FDR). Gene sets from the comprehensive Gene Ontology (GO) database and molecular signature database were used to perform the enrichment. Additionally, to assess whether collagens and integrin sets were enriched among the differentially expressed genes, we performed a hypergeometric test using the set of all detected transcripts as the background. Enrichment significance thresholds were determined using the Benjamini–Hochberg procedure, with a cutoff of FDR < 0.05, and Normalized Enrichment Scores were used to depict the prediction of activated and suppressed pathways.

### 2.8. Statistical Analysis

Data were analyzed by one- or two-way ANOVA using JMP (v 17, JMP Statistical Discovery, Cary, NC, USA) and GraphPad Software (v10, GraphPad, San Diego, CA, USA). Residuals of the model were checked for normal distribution—random effect of the rat within the treatment and mechanical stretch. Post hoc comparisons were performed using Tukey’s adjustments test. Statistical significance was set at *p* ≤ 0.05.

## 3. Results

### 3.1. AP and LP Adipocyte Progenitor Cells Exhibit Different Adipogenic Potential

Adipocyte progenitors were harvested from the thoracic aorta PVAT. Similar to what is observed in mice, the thoracic PVAT in the rat is distributed in three strips of tissue: one strip is located anterior to the aorta (AP), while the other two (LP) are positioned laterally to the vessel and are adjacent to the thoracic vertebrae (Figure 1A). To evaluate the adipogenic capacity of AP and LP, adipocyte progenitors were exposed to standard adipogenic media for 4 d. Adipocyte progenitors from LP exhibited a higher adipogenesis rate compared to those from AP (Figure 1B,C). Concurring with this observation, LP adipocyte progenitors cultured for 7 d had larger lipid droplets and higher triglyceride content compared to those from AP (Figure 1B,D). In addition, after 7 d of culture, adipocytes from LP secreted more adiponectin than those from AP. These results indicate that LP adipocyte progenitors have a higher adipogenic capacity than those of AP, and the resulting mature adipocytes accumulate more lipids (Figure 1D).

### 3.2. Thoracic Aorta AP and LP Adipocyte Progenitor Cells and Adipocytes Present Divergent Transcriptome Profiles

Next, we collected AP and LP adipocyte progenitors before (0 d, progenitor) and after (7 d, adipocyte) inducing adipogenesis, and performed NGS RNA-seq. 

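The data are RNA-seq libraries of cells from the anterior (AP) and lateral (LP) strips of the thoracic aorta PVAT of 3 rats, numbered 52, 61 and 62. The number opens each library's label and was read as the rat, and the label's word for the anterior strip, ventral, was read as AP. Each rat gave 4 libraries, which makes n = 3 for AP progenitors, LP progenitors, AP adipocytes and LP adipocytes and 12 libraries in all. Progenitors were collected at 0 d, and adipocytes after 7 d in induction medium with insulin, IBMX, a PPARγ agonist and a corticoid. The authors checked the reads with FastQC, aligned them to the rat genome Rnor_6.0 with HISAT and counted them per gene with featureCounts. The deposited values are FPKM, fragments scaled by gene length and library size, for 32545 genes. Each gene's FPKM moves in steps of 1 read, and the reads recovered from these steps came to 15059330 to 27265979 per AP progenitor library (median 21521180) and 12726310 to 25788694 per LP progenitor library (median 17643134). AP adipocyte libraries held 14999435 to 24250232 reads (median 18948210) and LP adipocyte libraries 14121041 to 17256796 (median 14500584). The 15993 genes with a mean FPKM of at least 0.1 were compared as log2(FPKM + 1) in limma, in 1 model of all 12 libraries, with Benjamini-Hochberg adjustment. Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Gene lists for the pathways and cell types of PVAT were fixed before the data were examined, as were the alternatives, apart from those said to be chosen later. They were compared with all other genes by limma's camera at a preset correlation of 0.01 between genes, adjusted over 37 lists. The 29 genes that the paper names or that Fig. 2E and Fig. 3 show were also tested by a two-sided exact permutation of stage within strip, or of strip within stage, with 400 arrangements, since 3 libraries against 3 alone cannot go below p = 0.1.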

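The change from progenitor to adipocyte took 18.1% of the variance of log2(FPKM + 1) over the tested genes, against 9.09% expected by chance (exact permutation test, p = 0.00216). The strip, AP or LP, took 7.06%, below the same chance share (exact permutation test, p = 0.851). The permutations of stage and strip moved labels freely over the libraries and ignored the rat. They therefore do not test a difference between the strips within rats. The rat took 26.5%, against 18.2% expected by chance (permutation test, p = 0.00659). The first 3 principal components held 28.7%, 19.1% and 11.9% of the variance. In hierarchical clustering, the LP adipocyte library of rat 62 split from the other libraries first, the AP adipocyte library of rat 62 next and the LP progenitor library of rat 62 after it. The LP adipocyte library of rat 62 held 1987 FPKM of Fabp4, the fatty acid binding protein of adipocytes, against 9.81 and 326 FPKM in LP adipocytes of rats 52 and 61, and 97.1 FPKM of Tagln, the actin-binding protein transgelin (SM22α), against 1342 and 1064. In the AP adipocyte library of rat 62, Col1a1, a chain of fibrillar collagen I, stood at 953 FPKM, against 10752 and 9672 FPKM in AP adipocytes of rats 52 and 61. The 20 most abundant genes took 12.6% and 16.5% of recovered reads in the AP and LP adipocyte libraries of rat 62. In the others they took 20.9% to 25.5%. Genes of the mitochondrial genome took 5.35% and 5.00% of recovered reads in these AP and LP libraries, against 2.63% to 4.00% in the others. Without rat 61 the share of stage was 20.9% and no longer passed (exact permutation test, p = 0.0571), and the share of the rat no longer passed at 18.3% without rat 52 or 21.6% without rat 62 (permutation test, p = 0.0857 and 0.114).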

Three-dimensional PCA and clustering analyses show contrasting gene expression patterns between progenitors and adipocytes and between AP and LP at both stages (Figure 2A). DEGs showed that at the progenitor stage, AP cells had 290 upregulated and 188 downregulated genes compared to LP (Figure 2B). 

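AP progenitors had more Ugcg, which encodes the enzyme that makes glucosylceramide, at 62.1 ± 11.4 FPKM against 34.5 ± 1.64 in LP progenitors (SD, n = 3 each). Asph, an aspartate β-hydroxylase, stood at 12.3 ± 1.53 and 7.86 ± 0.760 FPKM, and Plin3, a coat protein of lipid droplets, at 95.8 ± 5.22 and 67.4 ± 7.96 FPKM (SD, n = 3 each). LP progenitors had more Ewsr1, an RNA-binding protein, at 4.04 ± 0.524 against 1.87 ± 0.359 FPKM, and more Ninj1, the membrane protein ninjurin 1, at 92.5 ± 6.98 against 68.4 ± 2.75 FPKM. These genes differed in the same direction in all 3 rats, but none passed the adjusted test. The log2 fold change of Ugcg was 0.82 (standard error 0.12, adjusted p = 0.301 from limma). Of 37 measured cell cycle genes, all were lower in AP progenitors and the list passed (camera adjusted p = 1.95e-05), with p = 0.309 with an estimated correlation. The list's mean difference was -1.42 in rat 61, whose LP progenitor library had the highest cell cycle mean, -0.31 in rat 62 and 0.25 in rat 52, and without rat 61 the adjusted p was 0.986. Over all 15993 genes, 0 passed an adjusted p under 0.05 in limma, and 166 were higher and 159 lower at an unadjusted p under 0.05, where chance alone gives 799.7. limma's voom on the recovered reads, chosen after seeing the data, called 0 genes at an adjusted p under 0.05, and 179 higher and 166 lower unadjusted. The unadjusted total of 325 became 492, 495 or 654 without the LP progenitor library of rat 52, that of rat 62 or all of rat 62, and 1 gene passed the adjusted test without the AP progenitor library of rat 52.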

A similar pattern was observed at the adipocyte stage, where AP adipocytes had 103 genes upregulated and 194 genes downregulated when compared to LP adipocytes. 

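The microRNA gene Mir6326 had 15.5 ± 1.75 FPKM in AP adipocytes and 6.25 ± 1.51 in LP adipocytes (SD, n = 3 each), and Myl4, a myosin light chain, had 2.38 ± 0.450 and 1.09 ± 0.472 FPKM. Dhx15, an RNA helicase of the spliceosome, stood at 38.4 ± 4.30 FPKM in AP and 29.4 ± 1.51 in LP adipocytes. LP adipocytes had more Polb, a DNA polymerase of base excision repair, at 11.9 ± 1.72 against 8.47 ± 0.683 FPKM, and more Alkbh7, a mitochondrial dioxygenase, at 11.3 ± 1.52 against 7.90 ± 1.08 FPKM. Smpd3, a sphingomyelinase that forms ceramide, was lower in AP adipocytes, with differences of -0.22, -2.96 and -5.16 on the log2 scale in rats 52, 61 and 62. All 6 genes lay in the same direction in the 3 rats and none passed. The log2 fold change of Myl4 was 0.71 (standard error 0.21, adjusted p = 0.971 from limma). No gene of the 15993 passed an adjusted p under 0.05 in limma, a count of 0, while 195 were higher and 172 lower in AP adipocytes at an unadjusted p under 0.05. By voom, chosen after seeing the data, 0 passed and 196 and 207 had an unadjusted p under 0.05. The unadjusted total of 367 was 178 without the AP adipocyte library of rat 62 and 236 without all of rat 62. It was 650 without the AP adipocyte library of rat 52 and 797 without the LP adipocyte library of rat 61, and 428 genes were higher and 490 lower without the LP adipocyte library of rat 52.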

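Genes that differed between progenitors and adipocytes in AP cells also differed in LP cells more often than independent lists would. At an unadjusted p under 0.05, 113 genes were higher in adipocytes of both strips, against 26.5 expected of independent lists, and 145 were lower in both, against 20.6. There were 6 genes higher in 1 strip and lower in the other. Fabp4 was among those higher, with log2 fold changes of 6.49 in AP and 7.02 in LP (standard error 1.64 each), and Ppp1r14a, an inhibitor of myosin phosphatase in smooth muscle, was among those lower. Across genes, which are not independent replicates, the log2 fold changes of the 2 strips had r = 0.50. These contrasts share no libraries, though they share the 3 rats. Between AP and LP, 10 genes were higher in AP at both stages, against 2.02 expected, 5 were lower at both, against 1.71, and 5 went opposite ways (r = 0.078 across genes).

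**Figure D1:**
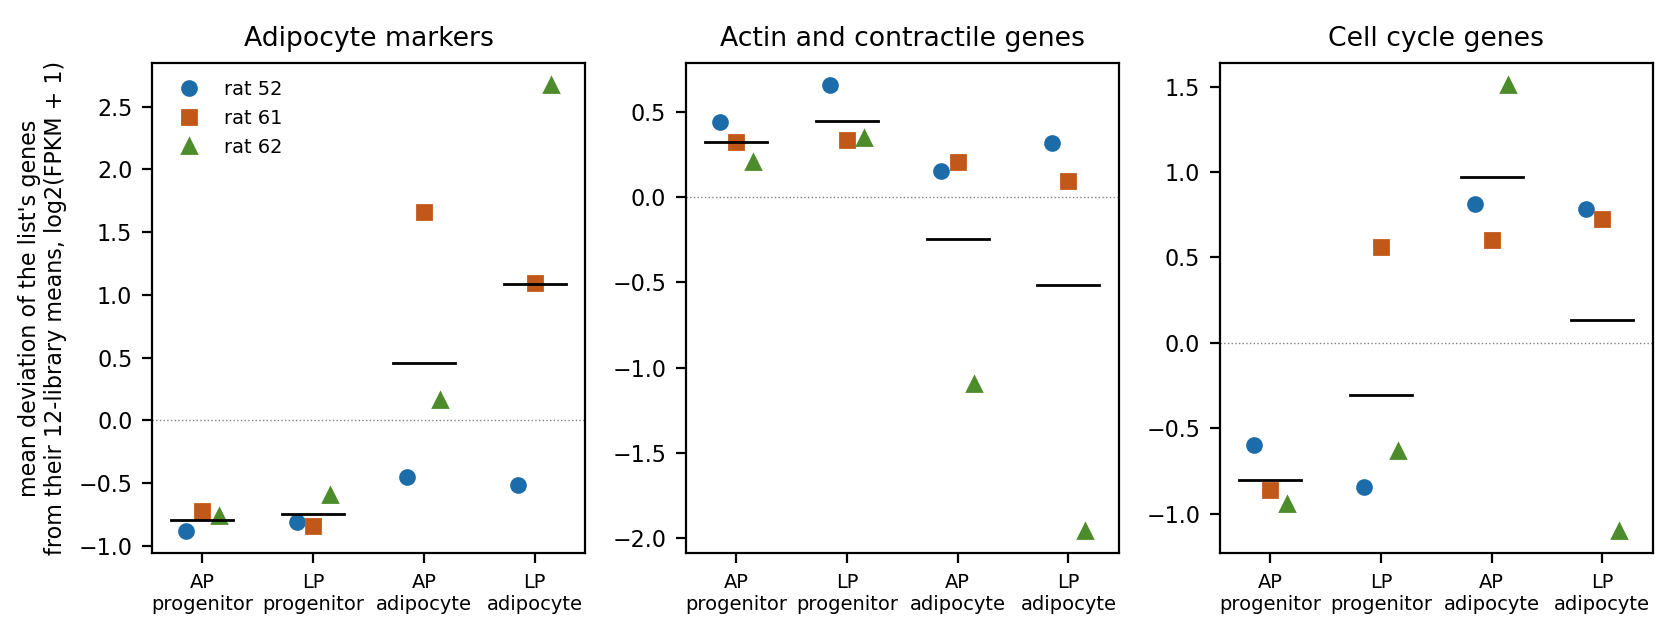
Mean deviation from the average of the 12 libraries, on the log2(FPKM + 1) scale, of adipocyte markers, actin and contractile genes and cell cycle genes, with 1 point per library coloured by rat and a bar for the mean of each group of 3. For adipocyte markers the LP adipocyte library of rat 62 sits at 2.67 and the AP and LP adipocyte libraries of rat 52 at -0.45 and -0.51, and for cell cycle genes the LP adipocyte library of rat 62 sits at -1.10.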

The transcriptomic profiles of LP and AP adipocyte progenitors and adipocytes were represented in the heatmap of gene expression levels (Figure 2C).

### 3.3. Adipogenesis Activates Specific Gene Pathways in Thoracic Aorta AP and LP Adipocyte Progenitor Cells and Adipocytes

Adipogenesis activates specific gene networks in progenitor cells that initiate lipid accumulation processes and the synthesis and secretion of adipokines. AP adipocytes upregulated 593 and downregulated 187 genes when compared to AP progenitors (Figure 2D). 

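In AP adipocytes Hmgn2, a nucleosome-binding protein, stood at 66.7 ± 7.12 FPKM against 18.9 ± 0.339 in AP progenitors (SD, n = 3 each), and Dhx15 at 38.4 ± 4.30 against 25.3 ± 0.353 FPKM. Taf1d, a factor of ribosomal RNA transcription, had 18.5 ± 2.23 against 9.86 ± 0.475 FPKM. Ppp1r14a was at 7.59 ± 1.88 FPKM in AP adipocytes against 24.0 ± 8.51 in AP progenitors, and Stx2, a syntaxin of vesicle fusion, at 14.7 ± 0.601 against 20.3 ± 1.13 FPKM. Ndrg4 had 11.6 ± 1.76 against 18.0 ± 0.911 FPKM. These differences ran the same way in all 3 rats and none passed. The log2 fold change of Hmgn2 was 1.76 (standard error 0.26, adjusted p = 0.336 from limma). In limma 0 of 15993 genes passed an adjusted p under 0.05, while 765 were higher and 488 lower at an unadjusted p under 0.05, 230 and 35 of them with a log2 fold change over 1. By voom on the recovered reads, chosen after seeing the data, 0 genes passed, and 412 higher and 124 lower genes had an unadjusted p under 0.05 and a log2 fold change over 1. The adjusted count was 98 (96 higher and 2 lower) without the LP adipocyte library of rat 62 and 1 without the AP progenitor library of rat 52, the LP progenitor library of rat 61 or all of rat 62. It was 106 in a fit of the 2 AP groups alone and 153 with library weights.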

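LP adipocytes had more Olfml3, a secreted glycoprotein, at 167 ± 16.2 FPKM against 63.9 ± 15.9 in LP progenitors (SD, n = 3 each). They had more Hp, haptoglobin, at 9.54 ± 1.84 against 3.60 ± 0.414 FPKM. Cdh2, N-cadherin, stood at 30.0 ± 5.60 against 16.2 ± 2.06 FPKM, Cmtm3, a membrane protein, at 47.4 ± 4.99 against 30.1 ± 3.43 FPKM, and Epas1, the hypoxia-inducible factor 2α, at 46.5 ± 43.1 against 4.40 ± 1.68 FPKM. Epas1 stood at 95.9 FPKM in the LP adipocyte library of rat 62, against 17.1 and 26.5 in rats 52 and 61. Lower in LP adipocytes were Wfs1, a membrane protein of the endoplasmic reticulum, at 11.1 ± 1.23 against 19.4 ± 1.46 FPKM, and Ppp1r14a, at 9.46 ± 3.71 against 32.1 ± 5.59 FPKM. Also lower were Ninj1, at 63.3 ± 4.51 against 92.5 ± 6.98 FPKM, and Spint2, an inhibitor of serine proteases, at 8.92 ± 3.83 against 31.3 ± 9.44 FPKM. Spint2 lies on chromosome 1 of Rnor_6.0 from 87199313 to 87221892 and Ppp1r14a on the opposite strand from 87224677 to 87232848. These genes differed in the same direction in all 3 rats and did not pass. The log2 fold change of Olfml3 was 1.40 (standard error 0.21, adjusted p = 0.429 from limma). The 1 gene that passed an adjusted p under 0.05 was AABR07024907.1, a processed pseudogene named here after its values were seen, with a log2 fold change of -0.95 (adjusted p = 0.0238 from limma) and 0.939 FPKM in LP progenitors against 0 in LP adipocytes. Such a pseudogene can share reads with its parent gene. Its call was lost by voom, chosen after seeing the data, which called 0, and without any single library other than the AP adipocyte library of rat 62. At an unadjusted p under 0.05, 554 genes were higher and 674 lower, 133 and 110 of them with a log2 fold change over 1. This total of 243 was 542 without the LP adipocyte library of rat 52. With the rat as a block 4 genes passed, Irak3, named after its values were seen (adjusted p = 0.0193), and Epas1 (adjusted p = 0.0488) higher and Ppp1r14a and AABR07024907.1 (both adjusted p = 0.0313) lower. Voom with the rat as a block, also chosen after seeing the data, called only Irak3 and Epas1 (adjusted p = 0.0220 and 0.0442 from voom). The blocked calls of Ppp1r14a and AABR07024907.1 in LP cells were lost by it.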

In LP adipocytes, there was upregulation of 423 and downregulation of 281 genes (Figure 2D). 

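Plin1, the perilipin that coats lipid droplets, rose from 0.0813 ± 0.118 FPKM in progenitors to 52.6 ± 85.4 FPKM in adipocytes (SD, n = 6 libraries each, from 3 rats), and Adipoq, adiponectin, from 0.0765 ± 0.174 to 21.1 ± 23.1 FPKM. Both differences had an exact permutation p of 0.005, the smallest that the 400 arrangements can give, and an adjusted p of 0.0242 over the 29 genes so tested. When stages were exchanged within rats, a test chosen after seeing the data, p was 0.0312 for each, the smallest that its 64 arrangements can give, and 0 of the 29 genes passed after adjustment (smallest adjusted p = 0.0647 in this exact permutation test). The log2 fold change of Plin1 was 3.73 (standard error 1.11), and by rat it was 0.79 in rat 52, 5.19 in rat 61 and 5.21 in rat 62. The LP adipocyte library of rat 62 held the most Plin1, and without it the adipocyte mean was 18.9 ± 24.5 FPKM (SD, n = 5 libraries). Without the AP progenitor library of rat 61 the progenitor means were 0.0344 ± 0.0284 FPKM for Plin1 and 0.00564 ± 0.0126 FPKM for Adipoq (SD, n = 5 libraries). The log2 fold change of Adipoq was 3.08 (standard error 0.95), and the exact permutation p was 0.05 without any 1 of the LP progenitor libraries. Plin1 lies on chromosome 1 of Rnor_6.0 from 141458181 to 141471010 and Adipoq on chromosome 11 of Rnor_6.0 from 81330293 to 81344488. Of the 7 genes Pparg, Adipoq, Dgat2, Plin1, Cebpa, Lipe and Bmper, all were higher in adipocytes and 5 passed in limma when adjusted over the list alone, none over all genes. Adjusted over the paper's 25 measured genes, 0 passed (lowest adjusted p = 0.0517 from limma). The list rose against other genes (camera adjusted p = 4.25e-05), with p = 0.0877 with an estimated correlation, and as the study chose it on these samples it is not independent evidence of its direction. Of 29 measured adipocyte markers and regulators listed independently of the paper, 28 were higher in LP adipocytes than in LP progenitors and 22 in AP adipocytes than in AP progenitors (camera adjusted p = 2.80e-11 and 0.00177). With an estimated correlation p was 0.0994 and 0.352, and without rat 61 the AP value was 0.474. The LP adipocyte library of rat 62 had the highest mean of this list, with list differences of 3.27 in rat 62, 1.94 in rat 61 and 0.29 in rat 52. That library also had the highest mean deviation of macrophage markers, 0.979.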

Adipogenesis markers, including *Pparg*, *Adipoq*, *Dgat2*, *Plin1*, *Cebpa*, *Lipe*, and the marker of adipocyte commitment *Bmper*, were upregulated in adipocytes from both AP and LP compared to progenitors. In contrast, the expression of fibroblast phenotype markers *Fgf2* and *Myl9* decreased in adipocytes compared to progenitors independent of the site (Figure 2E). 

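Fgf2, fibroblast growth factor 2, stood at 4.72 ± 1.40 FPKM in progenitors and 3.47 ± 0.489 in adipocytes (SD, n = 6 libraries each), a log2 fold change of -0.33 (standard error 0.17). Myl9, the regulatory light chain of smooth muscle myosin, stood at 204 ± 68.9 and 123 ± 75.5 FPKM, a log2 fold change of -1.06 (standard error 0.56). Neither passed the exact permutation test of stage within strip (p = 0.095 for Fgf2 and 0.12 for Myl9). By rat, Myl9 differed by -0.66, 0.0069 and -2.52 on the log2 scale in rats 52, 61 and 62, and Fgf2 was lower in adipocytes of all 3 rats. Fgf2 lies on chromosome 2 of Rnor_6.0 from 124081072 to 124134681 and Myl9 on chromosome 3 of Rnor_6.0 from 152857592 to 152863960. The exact permutation p of Fgf2 was 0.005 without the LP progenitor library of rat 61, and that of Myl9 was 0.045 without the AP adipocyte library of rat 61 and 0.035 without the LP adipocyte library of rat 52.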

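The 37 gene lists include 5 of genes that the paper names, chosen on these samples and so not independent evidence. Lists also share genes, among them Plin1, Lpl and Gpd1, so that counts of lists are not counts of separate pathways. By camera, 12 of the 37 passed an adjusted p under 0.05 between AP progenitors and AP adipocytes, 8 higher and 4 lower in adipocytes. Between LP progenitors and LP adipocytes 16 passed, 10 higher and 6 lower. The change differed between the strips for 5 lists. Cell cycle genes and cartilage and bone markers rose more, or fell less, in AP cells, while adipocyte markers, genes of lipolysis and fatty acid oxidation and matrix remodelling enzymes did so in LP cells. With an estimated correlation, 0 lists passed the adjusted test in any of the 3 comparisons, and 0 passed by limma's fry, which tests a list against no change and not against other genes. No single gene passed the test of the difference between the strips' changes, a count of 0 in limma, with 182 genes higher and 135 lower at an unadjusted p under 0.05. By voom, chosen after seeing the data, 0 passed and 173 and 142 had an unadjusted p under 0.05. Without rat 61, 4 lists passed in AP cells, and the 5 lists that differed between the strips became 9 without rat 52 or with the rat as a block and 3 without rat 62.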

Gene set enrichment analysis (GSEA) identified pathways activated differentially in AP and LP. Processes related to triglyceride metabolic processes and fatty acid transport were activated in AP. In contrast, brown cell differentiation and cold-induced thermogenesis processes were more active in LP (Figure 2F).

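Of 16 measured genes of triglyceride synthesis, 14 were higher in AP adipocytes than in AP progenitors and 2 lower (camera adjusted p = 0.0244, and p = 0.251 with an estimated correlation). In LP cells 13 of the 16 were higher and 3 lower (camera adjusted p = 0.000803, and p = 0.125 with an estimated correlation). The members with the largest differences in AP cells were Gpd1, which makes glycerol 3-phosphate, the glycerol channel Aqp7, the acyltransferase Agpat2 and Pck1 of glyceroneogenesis. Of 16 genes of fatty acid transport, 11 were higher in AP adipocytes (camera adjusted p = 0.00989) and 14 in LP adipocytes (camera adjusted p = 0.00187), led in both by Fabp4, the acyl-CoA synthetase Acsl1, the fatty acid receptor Cd36 and lipoprotein lipase Lpl. For fatty acid transport, p with an estimated correlation was 0.0495 and 0.0338, unadjusted, and 0 lists passed after adjustment. When adjusted over the list alone, 1 gene of fatty acid transport, Fabp4, was higher in each strip and no gene of triglyceride synthesis passed, against 0 over all genes. The mean change of triglyceride synthesis genes was 0.18, 1.35 and 0.46 in AP cells of rats 52, 61 and 62, and 0.10, 1.01 and 1.80 in LP cells. Without rat 61 the adjusted p in AP cells was 0.474 and 0.185 for the 2 lists, and without rat 62 that of triglyceride synthesis in LP cells was 0.0937.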

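Of 22 measured genes of brown fat and thermogenesis, 14 were higher and 8 lower in LP adipocytes than in LP progenitors, and 16 were higher and 6 lower in AP adipocytes than in AP progenitors. Neither list comparison passed (camera adjusted p = 0.0982 in LP and 0.390 in AP cells), and 0 genes of the list passed when adjusted over the list alone in limma, 1 being lower in LP cells and 0 in AP cells at an unadjusted p under 0.05. Ucp1, the uncoupling protein of brown fat on chromosome 19 of Rnor_6.0 from 24456976 to 24464807, is listed at 0 FPKM in every library except the AP adipocyte library of rat 61, with 0.0878 FPKM. Prdm16, a regulator of brown fat identity, stood at 1.96 ± 0.320 FPKM in progenitors and 1.38 ± 0.325 in adipocytes (SD, n = 6 libraries each), and Cpt1b, the muscle and brown fat form of carnitine palmitoyltransferase 1, at 1.92 ± 0.677 and 5.30 ± 4.40 FPKM. Their log2 fold changes were -0.31 (standard error 0.12, adjusted p = 0.279 from limma) and 0.90 (standard error 0.35, adjusted p = 0.298 from limma). In LP cells the list passed without rat 52 (adjusted p = 0.0191) and turned lower without rat 62 (adjusted p = 0.978), whose LP adipocyte library also had the highest adipocyte marker mean.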

### 3.4. Adipogenesis Alters Gene Expression of Collagens and Integrins in Thoracic Aorta AP and LP Adipocyte Progenitor Cells and Adipocytes

Adipogenesis elicits changes in the gene transcription of extracellular matrix proteins in progenitors and adipocytes independent of their AP or LP origin (Figure 3A). 

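Of 32 measured entries for 31 collagen genes, Col23a1 having 2 gene identifiers, 20 were lower and 12 higher in adipocytes than in progenitors over both strips, and of 22 integrins, the cell surface receptors of the matrix, 16 were lower and 6 higher. Neither list passed (camera adjusted p = 0.0535 and 0.0687), and both passed with the rat as a block (adjusted p = 0.0284 and 0.0379) and without rat 52 (adjusted p = 0.00565 and 0.0441). Of 18 basement membrane genes, 12 were lower and the list fell (camera adjusted p = 0.0409), with p = 0.164 with an estimated correlation, the laminins Lama5 and Lamb3 and Col4a5 being lower and Col15a1 higher among its largest differences. That call was lost without rat 61 (adjusted p = 0.123) or rat 62 (adjusted p = 0.405). At an unadjusted p under 0.05, 4 of the 32 collagen entries were called, all lower, against 4.38 expected from the 2190 genes called in all, and 5 of the 22 integrins, 4 lower and 1 higher, against 3.01. One-sided hypergeometric tests, which are Fisher's exact tests, gave p = 0.656 for collagens and p = 0.174 for integrins, and p = 0.0264 for integrins without rat 52. Between AP and LP over both stages, 0 collagens and 0 integrins were called in limma at an unadjusted or adjusted p under 0.05 (p = 1 in Fisher's exact test). With the rat as a block, 2 integrins were higher and 1 lower in AP at an unadjusted p under 0.05, with p = 0.0465 in Fisher's exact test. That p is not adjusted over the families and comparisons tested.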

Genes encoding for collagens *Col2a1*, *Col4a5*, *Col8a1*, *Col8a2*, *Col11a1*, *Col14a1*, *Col17a1*, and the glycoprotein thrombospondin 1 (Thbs1) were significantly enriched in our dataset compared to integrins (Figure 3B). Moreover, their expression levels declined after 7 days of adipogenesis induction (Figure 3B). Similarly, the integrins *Itga1*, *Itga11*, *Itgb1*, *Itgb5*, and *Itgav* and fibronectin (*Fbn1*) had higher expression in adipocyte progenitors vs. adipocytes independent of the site (Figure 3B). 

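The collagens that were lower in adipocytes at an unadjusted p under 0.05 were Col4a5, of basement membranes, Col5a2, of fibrils, and both chains of collagen VIII, Col8a1 and Col8a2. Among integrins, the αv, β1 and β5 chains Itgav, Itgb1 and Itgb5 and the collagen receptor chain Itga11 were lower and the leukocyte chain Itgam was higher. Of the genes Col2a1, Col4a5, Col8a1, Col8a2, Col11a1, Col14a1, Col17a1 and Thbs1, 7 of 8 passed the FPKM filter and all 7 were lower in adipocytes, 3 of them passing in limma when adjusted over the list alone and none over the paper's 25 measured genes or all genes. As a list they fell against other genes (camera adjusted p = 0.000161, and p = 0.0371 with an estimated correlation, where 0 lists passed after adjustment). The study chose this list on these samples, so that it is not independent evidence of its direction. Its mean change was -0.43, -0.66 and -1.67 in rats 52, 61 and 62.

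**Figure D2:**
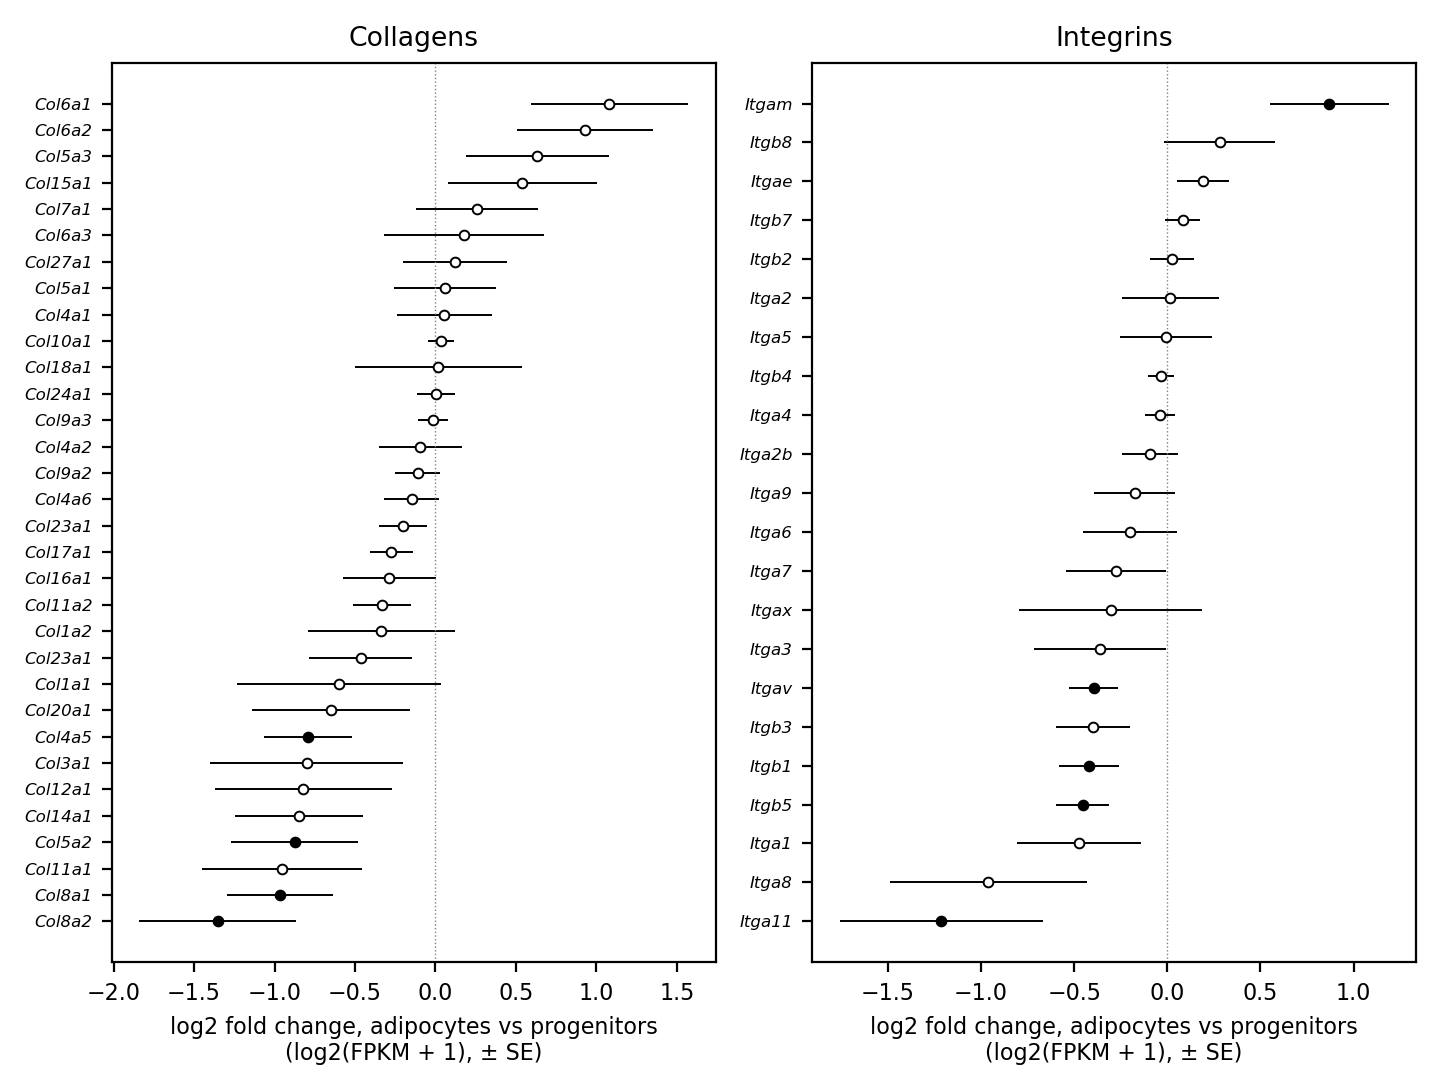
Log2 fold change between adipocytes and progenitors over both strips, on the log2(FPKM + 1) scale, of the 32 measured collagen entries and 22 measured integrins, as points with standard error bars, filled where the unadjusted p from limma is under 0.05. The filled points are 4 collagens, all below 0, and 5 integrins, 4 below 0 and Itgam above it.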

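Col4a5, a chain of basement membrane collagen IV, stood at 19.0 ± 4.95 FPKM in progenitors and 11.1 ± 4.90 in adipocytes (SD, n = 6 libraries each, from 3 rats), a log2 fold change of -0.79 (standard error 0.27). Col14a1, a collagen on the surface of fibrils, stood at 84.6 ± 40.4 and 44.5 ± 18.3 FPKM, and Col17a1, a transmembrane collagen, at 4.09 ± 0.823 and 3.17 ± 0.413 FPKM. Their log2 fold changes were -0.85 (standard error 0.40) and -0.28 (standard error 0.13). In the exact permutation test of stage within strip, p was 0.03 for Col4a5, 0.1 for Col14a1 and 0.065 for Col17a1, and none passed when adjusted over the 29 genes tested. The 3 genes were lower in adipocytes of all 3 rats. Col4a5 lies on chromosome X of Rnor_6.0 from 112769645 to 112983685, Col14a1 on chromosome 7 of Rnor_6.0 from 95074236 to 95273298 and Col17a1 on chromosome 1 of Rnor_6.0 from 267417459 to 267463705. Leaving out 1 library took the exact permutation p of Col4a5 to between 0.05 and 0.065 for 6 of the 12 libraries. That of Col14a1 was 0.02 without the LP progenitor library of rat 52, and that of Col17a1 was 0.005 without the AP progenitor library of rat 62 or 0.035 without the LP adipocyte library of rat 52.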

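Itga1, the α1 chain of a collagen receptor, stood at 30.5 ± 14.5 FPKM in progenitors and 20.8 ± 8.27 in adipocytes (SD, n = 6 libraries each), a log2 fold change of -0.47 (standard error 0.33) that did not pass the exact permutation test (p = 0.205), with p = 0.0312 when stages were exchanged within rats. Fbn1, which encodes fibrillin-1, stood at 195 ± 75.5 and 165 ± 51.9 FPKM (exact permutation test, p = 0.44). Fn1, which encodes fibronectin, stood at 2996 ± 592 and 2085 ± 466 FPKM, with a log2 fold change of -0.54 (standard error 0.24, adjusted p = 0.368 from limma). Of the 6 genes Itga1, Itga11, Itgb1, Itgb5, Itgav and Fbn1, all were lower in adipocytes, 2 passing in limma when adjusted over the list alone and none over the paper's 25 measured genes or all genes. The list fell (camera adjusted p = 0.00145), with p = 0.0862 with an estimated correlation, and was chosen by the study on these samples, so that it is not independent evidence of its direction. Itga1 lies on chromosome 2 of Rnor_6.0 from 47127219 to 47281421, Fbn1 on chromosome 3 of Rnor_6.0 from 117569697 to 117766120 and Fn1 on chromosome 9 of Rnor_6.0 from 78900103 to 78969078. In LP cells alone the 22 integrins fell, 17 being lower in adipocytes (camera adjusted p = 0.00470, and p = 0.00981 with an estimated correlation, where 0 lists passed after adjustment), but not without rat 62 (adjusted p = 0.187).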

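Col4a2, a main chain of basement membrane collagen IV, stood at 408 ± 126 FPKM in LP cells and 330.0 ± 98.5 in AP cells over both stages (SD, n = 6 libraries each), a log2 fold change of -0.31 between AP and LP (standard error 0.26). This difference did not pass the exact permutation test of strip within stage (p = 0.28), and rats 52, 61 and 62 differed by -0.35, 0.093 and -0.67. Col4a4, another chain of collagen IV, stood at 0.107 ± 0.0318 FPKM in LP cells and 0.0335 ± 0.0202 in AP cells. That difference had the smallest exact permutation p that the arrangements can give, 0.005, and an adjusted p of 0.145 over the 29 genes so tested. At this level Col4a4 lies under the FPKM filter of the other tests and rests on few reads per library. Between progenitors and adipocytes, Col4a2 had 378 ± 118 and 360.2 ± 123 FPKM (exact permutation test, p = 0.73). Col4a2 lies on chromosome 16 of Rnor_6.0 from 83387364 to 83438561 and Col4a4 on chromosome 9 of Rnor_6.0 from 88232455 to 88357182.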

There was a site effect (AP vs. LP) on the expression of *Col4a2* and *Col4a4* that was higher in LP compared to AP without adipogenesis effects (Figure 3C). In contrast, the integrins *Itga2* and *Itgav* had higher transcription in the AP compared to LP (Figure 3B,C).

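Itgav, the αv chain of vitronectin and fibronectin receptors, stood at 86.7 ± 11.2 FPKM in AP cells and 73.4 ± 18.3 in LP cells over both stages (SD, n = 6 libraries each), and AP was higher in all 3 rats. Its log2 fold change between AP and LP was 0.27 (standard error 0.13), with an exact permutation p of 0.03 and an adjusted p of 0.435 over the 29 genes so tested. Itga2, the α2 chain of a collagen receptor, stood at 1.26 ± 0.643 and 0.952 ± 0.732 FPKM, a log2 fold change of 0.24 (standard error 0.26) that did not pass the exact permutation test (p = 0.395), with AP higher in all 3 rats. Itgav lies on chromosome 3 of Rnor_6.0 from 71114100 to 71202411 and Itga2 on chromosome 2 of Rnor_6.0 from 47000323 to 47096961. Without any 1 of 8 of the libraries, the exact permutation p of Itgav was between 0.05 and 0.095.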

### 3.5. Thoracic Aorta AP and LP Adipocytes’ Responses to Angiotensin-II and Mechanosensor Stimulation Differ

During cardiovascular diseases such as hypertension, the PVAT of vessels like the thoracic aorta are subjected to stimulation by potent vasoconstrictors such as angiotensin-II and the activation of their mechanosensors like Piezo1 due to blood flow mechanical forces. Therefore, we exposed progenitors and adipocytes to angiotensin-II and the Piezo1 agonist yoda1. After 7 d of adipogenesis induction, we evaluated adipogenesis efficiency by determining the percentage of cells (nuclei count) with at least one lipid droplet (Bodipy stained). Adipocytes from LP and AP treated with control and angiotensin-II had higher adipogenesis efficiency than those treated with yoda1 (32.7, 36.5, and 13.9 ± 3.7%, respectively; *p* < 0.01). As expected, across all treatments, AP had lower adipogenesis efficiency than LP (18.7, 36.7 ± 3.0%, respectively; *p* < 0.01). AP cells had lower adipogenesis efficiency than LP when exposed to control (induction media) and angiotensin-II (Figure 4A). However, when cells were treated with yoda1, adipogenesis efficiency was drastically reduced in LP (Figure 4A). The enhanced adipogenesis was also reflected in higher triglyceride accumulation in control and angiotensin-II, compared to yoda1. Likewise, AP accumulated less triglycerides than LP which can be described as fold changes over the control AP values (Figure 4B).

Adiponectin expression was influenced by the adipogenesis efficiency and the treatment conditions. As adipogenesis was higher in LP compared to AP, adiponectin levels were correspondingly enhanced in LP across all treatments. Adipocytes treated with control and angiotensin-II exhibited higher adiponectin expression (ng/mL) than those treated with yoda1 (4.025, 5.212, and 1.256 ± 1.503, respectively; *p* < 0.05). Similarly, across all treatments, adiponectin expression (ng/mL) was significantly higher in LP than AP (2.623, 0.254 ± 0.752, respectively; *p* < 0.01). When exposed to control or angiotensin-II, AP cells had consistently lower adiponectin expression than LP (Figure 4C). Notably, treatment with yoda1 drastically reduced adiponectin expression in both AP and LP, with the effect being more pronounced in LP (Figure 4C).

## 4. Discussion

The aorta is one of the main conduit vessels, and structural changes in its four tunicas contribute to cardiovascular disease, including hypertension. While the intima, media, and adventitia tunicas have been well studied, the outermost layer, the tunica adiposa or PVAT, remains less understood. Here, we show that thoracic aorta PVAT in rats is arranged in two lateral (LP) and one anterior (AP) strip, and this anatomical distribution influences the adipogenic capacity of their adipocyte progenitor cells and their secretion of vasoactive factors like adiponectin.

### 4.1. Thoracic Aorta AP and LP Adipocytes’ Ontogeny Impact Their Function

Ruan and colleagues demonstrated distinct cellular lineages in murine thoracic aorta PVAT, where LP adipocytes originate from SM22α^+^ and My5^+^ progenitors while AP adipocytes arise solely from SM22α^+^ progenitors [4]. These lineages result in phenotypic differences: LP adipocytes exhibit a stronger brown adipocyte phenotype with higher UCP1 expression, whereas AP adipocytes resemble more typical white adipocytes. In this study, we show that rat descending thoracic aorta PVAT shares a similar anatomical distribution with discrete LP and AP strips. This distribution influences responses to adipogenic and vasomodulatory stimuli, with LP progenitors demonstrating greater adipogenic capacity than AP. One possible explanation is related to the adipogenic capacity of white adipocyte progenitors (e.g., those from AP) from visceral and thoracic white adipose depots. In vitro, ex vivo, and in vivo, these cells show a lower adipogenic capacity than those from white adipose tissue located in subcutaneous depots [18]. Another possible factor is the SM22α (transgelin) lineage of AP progenitors [4]. Transgelin is expressed by various cell types during development, including vascular smooth muscle cells, myocardial cells, and adipocyte progenitors [19]. Although typically associated with a vascular smooth muscle fate, transgelin expression is also essential for adipogenesis and osteoblast differentiation [20]. Notably, PPARγ knockout in transgelin-expressing cells in mice results in a PVAT-deficient phenotype [21].

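Within progenitors the strip took 16.0% of the variance of log2(FPKM + 1), and within adipocytes also 16.0% (exact permutation tests of 20 arrangements, p = 0.7 and p = 1). With 3 libraries per strip the exact p cannot go below 0.1. These arrangements ignore the pairing of the strips within rats, so they do not test the strip within rats. Hox genes, which record position along the body axis, were tested as a list between the strips' progenitors. Of 23 measured entries, 2 of them for Hoxa5, 17 were higher in AP progenitors, with Hoxb9 and Hoxb5 among them, and 6 lower, with Hoxa3 and Hoxa2 among them, and the list did not pass (camera adjusted p = 0.523). Its mean difference was -0.081, 0.27 and 0.052 in rats 52, 61 and 62, and without rat 61 the list turned lower in AP progenitors (adjusted p = 0.953). Over both stages together, 0 genes passed an adjusted p under 0.05 between AP and LP in limma, with 223 higher and 208 lower at an unadjusted p under 0.05, and 0 passed by voom, chosen after seeing the data, with 218 and 230.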

Consistent with phenotypic differences, transcriptomic data from our RNA-seq analysis revealed distinct gene expression profiles in thoracic aorta PVAT strips at both the adipocyte progenitor and mature adipocyte stages. 

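Adipocyte markers were lower in AP adipocytes than in LP adipocytes for 28 of 29 measured genes (camera adjusted p = 0.000728), led by Cfd, adipsin, Plin1, Lpl and Gpd1. Genes of fatty acid synthesis were lower for 14 of 16 (camera adjusted p = 0.0239), led by the desaturase Scd1, the transcription factor Srebf1, Fads1 and Mlxipl. With an estimated correlation p was 0.317 and 0.231, and 0 members of either list passed in limma when adjusted over the list alone, with 1 and 0 lower at an unadjusted p under 0.05. AP was lower in rat 62, with mean differences of -2.51 for adipocyte markers and -1.34 for fatty acid synthesis, while rats 52 and 61 gave 0.06 and 0.57 for adipocyte markers. Without rat 62 both lists turned higher in AP (adjusted p = 0.478 each). That rat's LP adipocyte library also had the highest summed FPKM of macrophage markers, 28.5 against 2.59 to 15.7 in the others, and of Schwann cell markers, 52.0 against 4.41 to 17.0, and neither list passed between the strips' adipocytes (camera adjusted p = 0.198 and 0.231). Brown fat and thermogenesis genes were lower in AP adipocytes for 14 of 22, which did not pass (camera adjusted p = 0.260). This list passed without rat 61 (adjusted p = 0.0425) and turned higher without rat 62 (adjusted p = 0.541). White fat markers rose from LP progenitors to LP adipocytes, 9 of 11 being higher (camera adjusted p = 0.00203, and p = 0.0114 with an estimated correlation, where 0 lists passed after adjustment), and in AP cells 6 of 11 were higher (camera adjusted p = 0.402).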

AP strip adipocytes, reflecting lower adipogenic potential, showed reduced expression of adipogenic markers and a more white-like transcriptomic profile, while LP adipocytes exhibited a more brown-like profile. This aligns with previous observations in murine aortic PVAT [4]. A similar pattern is seen in human periaortic fat: thoracic aortic PVAT near the vertebrae has a brown-like phenotype, whereas PVAT in the ascending and anterior thoracic aorta is more white-like, particularly in individuals with obesity [5] and older adults [22].

Results from the NGS RNA-seq analyses in the present study confirm significant transcriptomic changes associated with adipogenesis in cells from PVAT. These changes include activation of triglyceride synthesis pathways, alterations in cellular structure, and shifts in expression of genes encoding extracellular matrix proteins. 

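Over both strips, Hmgn2 stood at 61.3 ± 8.99 FPKM in adipocytes and 21.7 ± 8.62 in progenitors (SD, n = 6 libraries each), Dlk1, the preadipocyte factor 1, at 10.8 ± 6.51 and 2.40 ± 1.76 FPKM, and Ppp1r14a at 8.53 ± 2.82 and 28.1 ± 7.81 FPKM. In limma 1 gene of 15993 passed an adjusted p under 0.05, the pseudogene AABR07024907.1 (lower, adjusted p = 0.0487), while 1112 were higher and 1078 lower at an unadjusted p under 0.05, against 799.7 expected by chance. With the rat as a block 44 genes passed, 20 higher and 24 lower. Among them were Ppp1r14a (log2 fold change -1.61, adjusted p = 0.00814 from limma), Irak3, a brake on Toll-like receptor signalling (0.92, adjusted p = 0.0111), Epas1 and Dlk1 (2.15 and 1.75, adjusted p = 0.0206 each), Hmgn2 (1.51, adjusted p = 0.0350) and Fabp4 (6.76, adjusted p = 0.0400). Without the LP adipocyte library of rat 62, 235 genes passed without a block, 182 higher and 53 lower, 1 passed without the LP progenitor library of rat 61 and 0 without any other single library. By voom without a block, chosen after seeing the data, 0 genes passed, with 1107 higher and 1116 lower at an unadjusted p under 0.05. Voom with the rat as a block, also chosen after seeing the data, did call genes. Among them were Ppp1r14a and Fabp4 (adjusted p = 0.00996 and 0.0430 from voom).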

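Genes of the actin cytoskeleton and contraction fell in both strips, 22 of 22 measured being lower in AP adipocytes than in AP progenitors and 21 of 22 in LP adipocytes (camera adjusted p = 0.00739 and 2.75e-07). The list did not pass with an estimated correlation (p = 0.410 in AP and 0.178 in LP cells). The largest differences in both strips were in Ctgf and Cyr61, secreted targets of mechanical signalling, Cnn1, calponin, and Tagln. No member passed in limma when adjusted over the list alone, a count of 0 in each strip, and 0 and 4 members were lower at an unadjusted p under 0.05 in AP and LP cells. The mean change was -0.29, -0.12 and -1.30 in AP cells of rats 52, 61 and 62 and -0.34, -0.24 and -2.30 in LP cells, the adipocyte libraries of rat 62 standing apart in both strips. Without rat 62 the adjusted p in AP cells was 0.0657.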

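Bmper, a secreted regulator of BMP signalling, stood at 15.5 ± 5.56 FPKM in AP progenitors and 20.4 ± 4.36 in AP adipocytes, and at 13.0 ± 8.35 in LP progenitors and 22.1 ± 8.56 in LP adipocytes (SD, n = 3 each). The LP progenitor library of rat 62 held 22.5 FPKM, against 9.19 and 7.18 in rats 52 and 61. Over both strips its log2 fold change was 0.62 (standard error 0.29), higher in adipocytes of all 3 rats, and did not pass the exact permutation test of stage within strip (p = 0.085). When stages were exchanged within rats the exact permutation p was 0.0312, and without the LP progenitor library of rat 62 it was 0.015. Bmper lies on chromosome 8 of Rnor_6.0 from 24369916 to 24615479.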

Adipogenesis increased *Bmper* expression in both AP and LP adipocytes. *Bmper,* which encodes the bone morphogenic protein endothelial receptor, is a marker of adipocyte progenitors that preferentially differentiate into adipocytes in mice [23], rats [24], and humans [25]. Although its role in adipogenesis is not fully understood, *Bmper* appears necessary for initiating lipid accumulation via BMP4 signaling and enhancing insulin sensitivity [25]. As AP and LP adipocytes matured, *Bmper* expression increased, while fibroblast markers *Fgf2* and *Myl9* decreased. Sequencing data also showed that adipogenesis in AP and LP follows a transcriptomic pattern similar to other adipose tissue sites, with upregulation of key adipogenic genes such as *Pparg*, *Adipoq*, *Dgat2*, *Plin1*, *Cebpa*, and *Lipe*. Collectively, these findings indicate that adipogenesis in AP and LP strips resembles that in other adipose tissue sites. However, the transcriptional patterns in AP reflect its lower adipogenic capacity.

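Lipe, hormone-sensitive lipase, rose from 0.748 ± 0.113 FPKM in progenitors to 8.68 ± 13.1 in adipocytes (SD, n = 6 libraries each), and Dgat2, which adds the last acyl chain in triglyceride synthesis, from 7.35 ± 1.70 to 30.3 ± 33.9 FPKM. Their exact permutation p values were 0.005 and 0.01, or 0.0242 and 0.0362 adjusted over the 29 genes. Their log2 fold changes were 1.69 (standard error 0.56) and 1.39 (standard error 0.49), and the exact permutation p of Dgat2 was 0.06 without any 1 of the LP progenitor libraries. Pparg, the master regulator of adipogenesis, stood at 1.12 ± 0.597 and 4.66 ± 5.48 FPKM, and Cebpa, its partner transcription factor, at 7.09 ± 1.51 and 29.3 ± 32.5 FPKM, with log2 fold changes of 1.01 (standard error 0.50) and 1.35 (standard error 0.55). The LP adipocyte library of rat 62 held 35.1 FPKM of Lipe, against 1.14 to 7.03 in the other 5 adipocyte libraries, and also the most of Dgat2, Pparg and Cebpa. Without it the adipocyte means of Lipe, Dgat2, Pparg and Cebpa were 3.40 ± 2.49, 17.0 ± 10.3, 2.51 ± 1.70 and 16.6 ± 10.3 FPKM (SD, n = 5 libraries). For Pparg and Cebpa the change did not pass the exact permutation test (p = 0.085 and 0.05), and in rat 52 both were lower in adipocytes, with log2 differences of -0.42 for Pparg and -0.30 for Cebpa. Without the adipocyte library of rat 52 from AP or LP the exact permutation p was 0.02 or 0.03 for Pparg and 0.015 or 0.01 for Cebpa. On Rnor_6.0 Pparg lies on chromosome 4 from 147274107 to 147399380, Cebpa, Lipe and Dgat2 on chromosome 1 from 91363492, 82248046 and 164113459.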

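The change of adipocyte markers from progenitor to adipocyte was smaller in AP than in LP cells for 27 of 29 measured genes (camera adjusted p = 0.00745), and that of lipolysis and fatty acid oxidation genes for 20 of 21 (camera adjusted p = 0.0136). Lipolysis and oxidation genes rose in both strips, 17 of 21 being higher in AP and 20 of 21 in LP adipocytes (camera adjusted p = 0.0155 and 4.03e-08), led by Plin1 and Lipe. Of these, 20 of 21 were lower in AP than in LP adipocytes (camera adjusted p = 0.00218), with mean differences of 0.039, 0.22 and -1.46 in rats 52, 61 and 62, and without rat 62 the list turned higher in AP. By rat, the changes differed between the strips by 0.13, 0.45 and -2.34 for adipocyte markers and by -0.062, 0.26 and -1.39 for lipolysis and oxidation genes in rats 52, 61 and 62. With an estimated correlation p was 0.385 and 0.33 for the differences between the strips' changes, and 0.373, 0.0905 and 0.262 for the lipolysis comparisons. Plin1 stood at 21.1 ± 30.9 FPKM in AP adipocytes and 84.0 ± 119.6 in LP adipocytes (SD, n = 3 each), a log2 fold change of -1.25 (standard error 1.56, adjusted p = 0.971 from limma). Its AP and LP adipocyte libraries held 1.1 and 0.535 FPKM in rat 52, 56.8 and 30.4 in rat 61, and 5.51 and 221 in rat 62. Without the LP adipocyte library of rat 62 the log2 fold change of Plin1 was 0.41. Without rat 62 the difference between the strips' changes had an adjusted p of 0.929 for both lists and turned to a larger change in AP cells for adipocyte markers, and without rat 61 the change of lipolysis genes in AP cells had 0.248. The paper states that the transcription of AP cells reflects their lower adipogenic capacity.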

### 4.2. AP and LP Adipocytes in the Thoracic Aorta: Transcriptional Differences in ECM Genes

Adipogenesis involves more than just enabling adipocyte progenitors to store and mobilize lipids; it also remodels the ECM to provide a scaffold for newly formed adipocytes. 

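Of 9 measured chains of fibrillar collagens and collagen VI, 5 were higher and 4 lower in adipocytes than in progenitors over both strips, and the list did not pass (camera adjusted p = 0.844). Col1a1 stood at 8641 ± 757 FPKM in progenitors and 7399.7 ± 4108 in adipocytes (SD, n = 6 libraries each), and Col3a1 at 7609 ± 650.0 and 5601 ± 3126 FPKM. Col6a1, of microfibrils, stood at 86.4 ± 53.0 and 232 ± 281 FPKM, a log2 fold change of 1.08 (standard error 0.49, adjusted p = 0.367 from limma). Its value was 804 FPKM in the LP adipocyte library of rat 62, and the other 5 adipocyte libraries had a mean of 117 ± 17.5 FPKM. The AP adipocyte library of rat 62 had the lowest mean of this list, with 801 FPKM of Col3a1 against 8252 and 7289 in AP adipocytes of rats 52 and 61. The mean change of the list was 0.29, 0.18 and -0.38 in rats 52, 61 and 62, and without rat 52 the list turned lower (adjusted p = 0.741).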

Transcriptomic data from this study indicate minimal changes in the expression of fibril-forming collagens (*Col1*, *Col3*, *Col5*) and micro-fibrillar *Col6* in both AP and LP progenitors and adipocytes. This was expected, as the cultured adipocytes were not exposed to pro-fibrotic conditions, which are known to upregulate *Col1* and *Col5*, particularly in depots of myogenic origin [26]. Adipogenesis in both AP and LP also led to a reduction in the expression of cartilage-associated collagens Col2a1 and Col11a1, consistent with prior findings from our group, which showed *Col11a1* expression in progenitors but not in mature adipocytes [27]. These results suggest AP and LP progenitors can produce these collagen types, which are strongly associated with calcification foci in the aorta [26]. 

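Col11a1, a minor fibrillar collagen of cartilage, stood at 127 ± 35.0 FPKM in progenitors and 79.9 ± 49.9 in adipocytes (SD, n = 6 libraries each), a log2 fold change of -0.95 (standard error 0.50). It was lower in adipocytes of all 3 rats, with log2 differences of -0.35, -0.30 and -2.21, and did not pass the exact permutation test (p = 0.105). The exact permutation p was 0.0312 when stages were exchanged within rats, 0.035 without the AP adipocyte library of rat 52 and 0.015 without the LP adipocyte library of rat 52. Col2a1, the main collagen of cartilage, stood at 0.0277 ± 0.0222 FPKM in progenitors and 0.00977 ± 0.0188 in adipocytes, under the FPKM filter and near the level of single reads (exact permutation test, p = 0.215). Col11a1 lies on chromosome 2 of Rnor_6.0 from 216863428 to 217056523 and Col2a1 on chromosome 7 of Rnor_6.0 from 139455242 to 139483997.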

Of particular relevance to PVAT remodeling during cardiovascular disease is the observed expression of *Col8a1* and *Col8a2* and their downregulation during adipogenesis. This finding is consistent with the high expression of these collagens in adipocyte progenitors within the aortic PVAT of 10-week-old rats, as well as their near absence in mature adipocytes [27]. Furthermore, our results align with reports of high *Col8a1* expression in the adventitia of carotid arteries [28]. 

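Both chains of collagen VIII, a short-chain collagen of vessel walls, were lower in adipocytes of all 3 rats. Col8a2 fell from 165 ± 34.6 FPKM in progenitors to 78.1 ± 43.8 in adipocytes (SD, n = 6 libraries each), with an exact permutation p of 0.005 and an adjusted p of 0.0242 over the 29 genes. Col8a1 stood at 274 ± 97.7 and 141 ± 53.0 FPKM, with an exact permutation p of 0.03 and an adjusted p of 0.0791. The log2 fold changes were -1.35 for Col8a2 (standard error 0.49) and -0.97 for Col8a1 (standard error 0.33). Col8a1 lies on chromosome 11 of Rnor_6.0 from 44877859 to 45007891 and Col8a2 on chromosome 5 of Rnor_6.0 from 144308611 to 144335172. The exact permutation p of Col8a1 was 0.07, 0.065 and 0.07 without the LP progenitor library of rat 52, that of rat 61 and the LP adipocyte library of rat 62.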

Given the role of Collagen VIII in neovascularization and its association with atherosclerosis [28], altered expression of *Col8a1* and *Col8a2* in progenitors could represent a mechanistic target in aortic disease.

Adipogenesis also altered the expression of extracellular matrix components, including downregulation of thrombospondin-1 (*Thbs1*), a matricellular glycoprotein that promotes adipocyte and fibroblast progenitor proliferation [29]. This reduction likely reflects the mitotic arrest during adipocyte differentiation. 

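Thbs1, thrombospondin 1, fell from 3227 ± 413 FPKM in progenitors to 1730.3 ± 1004 in adipocytes (SD, n = 6 libraries each), a log2 fold change of -1.27 (standard error 0.54). The exact permutation p was 0.005, or 0.0242 adjusted over the 29 genes. Its log2 differences in rats 52, 61 and 62 were -0.44, -0.55 and -2.81, and its lowest value was 242 FPKM in the LP adipocyte library of rat 62. Thbs1 lies on chromosome 3 of Rnor_6.0 from 109862117 to 109873466. Without the LP progenitor library of rat 52, 61 or 62, the exact permutation p was 0.055, 0.05 and 0.06.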

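All 37 measured cell cycle genes were higher in AP adipocytes at 7 d than in AP progenitors at 0 d, and 25 rose when adjusted over the list alone in limma, 0 over all genes. Ccnb1, cyclin B1, stood at 24.3 ± 7.16 FPKM in AP adipocytes and 1.75 ± 0.540 in AP progenitors (SD, n = 3 each), and Top2a, topoisomerase IIα of dividing cells, at 18.7 ± 3.98 and 1.50 ± 0.509 FPKM. Mki67, which encodes the proliferation marker Ki-67, stood at 10.0 ± 3.82 and 0.972 ± 0.259 FPKM, and the log2 fold changes of Ccnb1, Cdc20, Plk1 and Top2a lay between 2.98 and 3.18. As a list they rose in AP cells (camera adjusted p = 1.11e-28, and p = 0.0380 with an estimated correlation, where 0 lists passed after adjustment), by 1.41, 1.46 and 2.46 in rats 52, 61 and 62. In LP cells 27 of the 37 were higher in adipocytes and 0 passed when adjusted over the list alone or at an unadjusted p under 0.05 in limma, while the list rose (camera adjusted p = 0.00542, and p = 0.520 with an estimated correlation). Its mean changes in rats 52, 61 and 62 were 1.63, 0.16 and -0.47. The LP adipocyte library of rat 62 held 0.443 FPKM of Mki67, against 7.17 and 7.53 in LP adipocytes of rats 52 and 61. The LP progenitor library of rat 61 held 5.66, against 0.790 and 1.46. Between the strips' adipocytes all 37 were higher in AP (camera adjusted p = 3.96e-12, and p = 0.146 with an estimated correlation). Without rat 52 the list turned lower in LP adipocytes than in LP progenitors (adjusted p = 0.377), and without rat 62 it turned lower in AP than in LP adipocytes (adjusted p = 0.771).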

Elevated *Thbs1* levels have been linked to adipose tissue inflammation in obesity and high-fat diet models [30,31], as well as increased blood pressure in hypertensive rats [32]. Our findings suggest that PVAT adipocyte progenitors may be a source of thrombospondin-1, and changes in its expression within these cells or other PVAT components could potentially trigger responses similar to those observed in obesity.

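Itgav fell from 90.5 ± 10.5 FPKM in progenitors to 69.6 ± 13.9 in adipocytes (SD, n = 6 libraries each), with an exact permutation p of 0.005 and an adjusted p of 0.0242 over the 29 genes. Itga11, a receptor chain for fibrillar collagens, stood at 249.9 ± 69.9 and 136 ± 87.4 FPKM, with an exact permutation p of 0.04 and an adjusted p of 0.0967. The log2 fold changes were -0.40 for Itgav (standard error 0.13) and -1.21 for Itga11 (standard error 0.54), both lower in adipocytes of all 3 rats. Itga11 differed by -0.59, -0.56 and -2.49 in rats 52, 61 and 62, and lies on chromosome 8 of Rnor_6.0 from 67615635 to 67683973. Its exact permutation p was between 0.055 and 0.14 when any 1 of 9 libraries was left out.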

Integrins such as *Itgav* and *Itga11* were downregulated during adipogenesis, consistent with findings by Morandi et al. [33], who reported similar decreases in human adipose tissue stem cells. In their study, *Itgav* knockdown reduced the proliferation of adipocyte progenitors. Our snRNA-seq data also showed higher expression of these integrins in progenitors versus mature adipocytes in 10-week-old rats [27]. Therefore, reduced expression of *Itgav* and the collagen receptor *Iga11* may reflect mitotic arrest and activation of adipogenic pathways during PVAT adipocyte differentiation. 

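Itgb1, the β1 chain shared by most collagen and fibronectin receptors, fell from 469 ± 57.9 FPKM in progenitors to 354 ± 70.1 in adipocytes (SD, n = 6 libraries each). Its exact permutation p was 0.01, or 0.0362 adjusted over the 29 genes, and its log2 fold change was -0.42 (standard error 0.16). Itgb5, the β5 chain that pairs with αv, stood at 70.6 ± 8.51 and 52.0 ± 11.5 FPKM, a log2 fold change of -0.45 (standard error 0.14), with an exact permutation p of 0.02 that was 0.0644 when adjusted and 0.0625 when stages were exchanged within rats. Itgb1 lies on chromosome 19 of Rnor_6.0 from 61677542 to 61725535 and Itgb5 on chromosome 11 of Rnor_6.0 from 70056500 to 70172372, where the file's annotation lists it as a processed transcript. Without the LP progenitor library of rat 52, that of rat 62 or the LP adipocyte library of rat 62, the exact permutation p of Itgb1 was 0.05, 0.07 and 0.065.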

A similar downregulation was observed for beta integrins *Itgb1* and *Itgb5*, and *Fibronectin 1* (*Fbn1*). These ECM proteins support the self-renewal of human pluripotent stem cells [34] and adipocyte progenitors in rodents [35]. While their activity is necessary for maintaining adipocyte populations, excessive activation is associated with the development of AT fibrosis.

To our knowledge, this is the first study to examine ECM transcription profiles in cells from AP and LP strips of the thoracic aorta PVAT. We found higher expression of *Col4a2* and *Col4a4* in LP adipocyte progenitors and adipocytes. These type IV collagens are located in the basement membrane separating endothelial cells from adipocytes [36]. Previous studies from our group demonstrated expression of both *Col4A2* and *Col4a4* in aortic PVAT adipocyte progenitors and adipocytes [27]. It remains unclear whether the higher expression of these collagens promotes adipogenesis and angiogenesis in LP compared to AP. Another ECM component showing site-specific differences was *Itga2*, which was expressed at lower levels in LP compared to AP. Lower expression in LP may be linked with the higher adipogenic capacity of progenitors from this site, as this integrin has been shown to inhibit the differentiation of human adipose-derived stem cells into adipocytes in a Rac-1-dependent manner [37]. Rac-1 activation induces changes in cellular morphology, enabling cells to accumulate lipids [37].

### 4.3. Thoracic Aorta AP and LP Adipocytes’ Anatomical Location Influences Responses to Vasomodulators

To our knowledge, this is the first report on differences in adiponectin secretion between distinct strips of aortic PVAT. We show that LP adipocytes secrete more adiponectin than AP adipocytes, and this response was modulated by Piezo1 activation and angiotensin-II. Given adiponectin’s well-established vasoactive roles, such as enhancing nitric oxide and hydrogen sulfide production and activating potassium channels, these findings may have implications for aortic lesion development and vascular responses in hypertension. Future studies should explore how regional differences in adiponectin secretion affect vasorelaxation and contribute to the greater incidence of vascular lesions in specific areas of the thoracic aorta.

Considering the limitations of the reductionistic approach used in this study, which included only adipocyte progenitors from male rats, future research should explore the effects of sex, interactions with other PVAT cell types—including immune cells—and the impact of the absence of LP or AP strips in in vivo experiments. A second limitation is that the adipogenic medium used in this study was specifically formulated for culturing adipocyte progenitors from thoracic PVAT [38]. It is possible that media optimized for enhancing differentiation in adipocyte progenitors from other depots may elicit different responses in cells from AP, given its white adipocyte profile. Regardless, this response to the medium highlights the phenotypical differences between AP and LP.

## 5. Conclusions

Results from this study confirm that, in rats, the descending thoracic aorta PVAT is organized into anterior (AP) and lateral (LP) strips, and this anatomical distribution influences the adipogenic potential of their adipocyte progenitor cells. LP adipocyte progenitors exhibited a higher adipogenesis rate than AP progenitors, along with increased expression of adipogenic regulators and collagens *Col4a2* and *Col4a4*. Anatomical location also affected adipocyte responses to Piezo1 activation and angiotensin-II, with LP cells maintaining their adipogenic capacity and secreting more adiponectin. Taken together, our findings highlight site-specific variations in adipogenesis, extracellular matrix composition, and vasoactive function, which may impact vascular health and disease risk. Future research should evaluate the impact of these biological differences on the vascular and metabolic function of thoracic aorta PVAT in vivo. Additionally, studies should assess how the unique anatomical characteristics of the LP region (e.g., its proximity and attachment to the spine and thoracic bone structures) influence the mechanical properties of the aorta and its associated structures and how these factors affect the vascular function of this large conduit vessel.

## Figures and Tables

**Figure 1:**
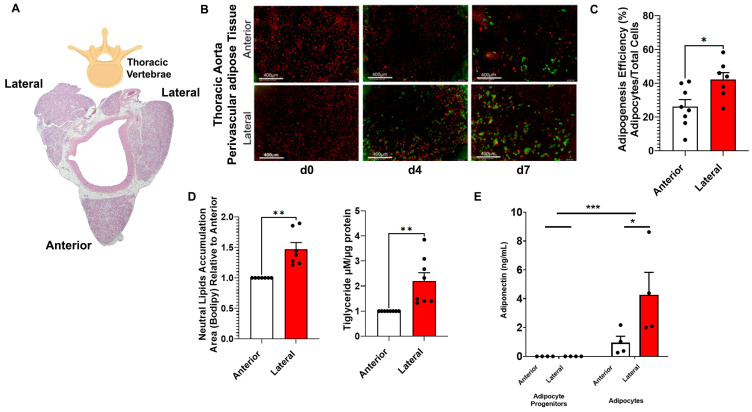
Adipogenesis and lipogenesis in adipocytes from anterior and lateral thoracic aortic perivascular adipose tissue (PVAT) strips. (**A**) Low magnification representative image of the rat’s thoracic aorta with its three strips of PVAT, one anterior and two lateral. (**B**) Representative images of adipocyte progenitors and adipocytes at 4 and 7 days post-induction (n = 7). Lipid droplets were stained with Bodipy (Thermo Fisher; green) and nuclei with NucRed (Biotium; red). Scale bar = 400 µm. (**C**) Adipogenic efficiency as calculated by the IncuCyte imager (Sartorius; number of cells with one or more lipid droplets over total number of cells per well); n = 7. (**D**) Neutral lipid accumulation and triglycerides content (using Triglyceride-Glo Assay) relative to Anterior after 7 d in culture; n = 7. (**E**) Adiponectin content in media and cells as measured by ELISA (Thermo Fisher) after 7 d in culture; n = 4. Dots indicate individual data points. Error bars indicate SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
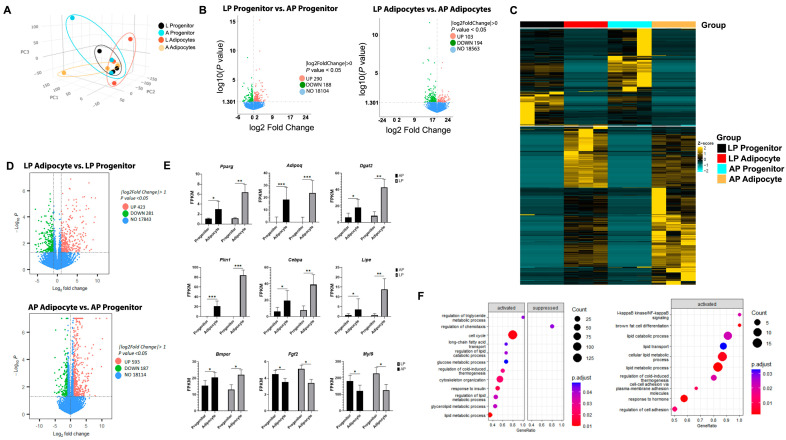
Adipocyte progenitors and adipocytes from the thoracic aorta’s anterior and lateral PVAT exhibit different transcriptomic profiles. Adipose tissue samples were collected from anterior (AP) and lateral (LP) PVAT of SD male rats (n = 3). (**A**). Principal component (3D) and clustering analyses show gene transcription comparisons between adipocyte progenitors and mature adipocytes in AP and LP. (**B**). Volcano plots of differentially expressed genes in adipocyte progenitors and adipocytes from LP when compared to AP. Overall results of FPKM cluster analysis from LP and AP adipocyte progenitors and adipocytes (using log_2_ (FPKM + 1) values). Red = high expression levels; green = low expression levels. Colors ranging from red to green indicate that log_2_ (FPKM + 1) values range from large to small. (**C**). Heatmap displays gene expression levels, with rows representing genes and columns representing samples (n = 3 in each group). Color intensity indicates z-score expression magnitude, from low (cyan) to high (yellow). (**D**). Volcano plots of differentially expressed genes in LP and AP adipocyte progenitors when compared to adipocytes from the same site. (**E**). Fragments per kilobase per million mapped reads (FPKM) of gene markers of adipogenesis (*Pparg*, *Adipoq*, *Dgat2*, *Plin1*, *Cebpa*, *Lipe*) and adipocyte (*Bmper*) and fibroblast (Fgf2, Myl9) phenotypes. Data are means ± SEM. Comparison lines with *, **, *** differ (*p* < 0.05, 0.01, and 0.001, respectively). (**F**). Dot plots visualization of GSEA results, pathways were sorted along the x-axis by Normalized Enrichment Score (NES) to indicate activation (positive NES) or suppression (negative NES). Dot size reflects the gene count in each pathway, while color denotes significance levels, facilitating quick identification of key regulated pathways.

**Figure 3:**
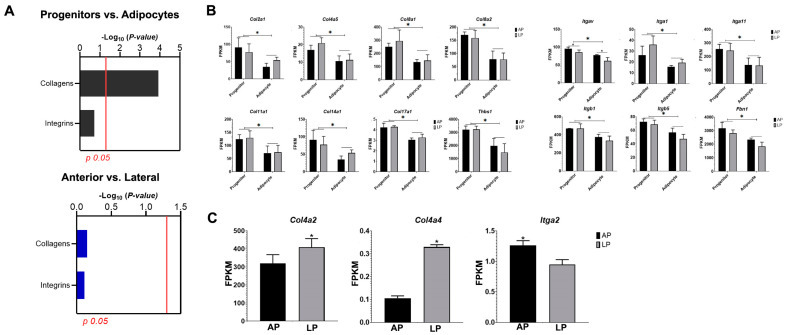
Adipogenesis Alters Extracellular Matrix Gene Transcription Patterns in Thoracic Aorta AP and LP Adipocyte Progenitor Cells. Adipose tissue samples were collected from anterior (AP) and lateral (LP) PVAT of SD male rats (n = 3). (**A**) Results of hypergeometric tests showing collagen and integrin gene family enrichment among differentially expressed genes in progenitors vs. adipocytes (top, gray) and anterior vs. lateral (bottom, blue) comparisons. The vertical red line indicates *p* = 0.05. Fragments per kilobase per million mapped reads (FPKM) of collagens and thrombospondin 1 and integrins and fibronectin 1 (**B**) detected in adipocyte progenitors from AP and LP and adipocytes after 7 days of adipogenesis induction. (**C**) Collagens and integrins were differentially expressed in both adipocyte progenitors and adipocytes from AP and LP. Data are means ± SEM. Comparison lines with * differ (*p* < 0.05).

**Figure 4:**
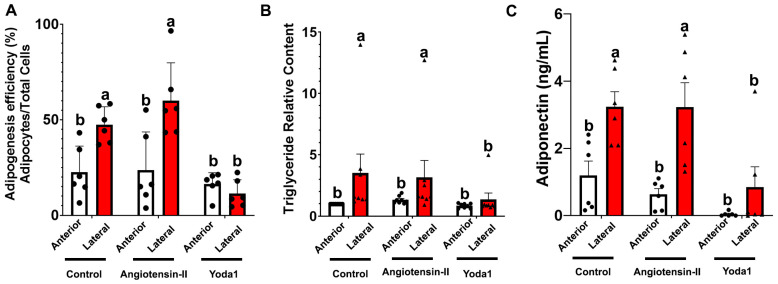
Adipogenesis in Thoracic Aorta AP and LP Adipocyte Progenitor Cells. Adipose tissue samples were collected from anterior (AP) and lateral (LP) PVAT of SD rats (n = 4). (**A**). Adipogenesis efficiency was examined using the IncuCyte imager (Sartorius; number of cells with one or more lipid droplets over total number of cells per well); n = 4. (**B**). Triglyceride content in cells were measured using Triglyceride-Glo Assay; n = 4. (**C**). Adiponectin secretion content from cells measured using ELISA (Thermo Fisher); n = 4. Dots in graphs are individual data points and error bars indicate the SEM. Bars with different superscripts ^a,b^ are different (*p* < 0.05).

## Data Availability

Bulk RNA-seq data is available in NCBI Gene Expression Omnibus (accession number: GSE244664).

How the deposited data were processed for this re-analysis (not part of the article)

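Gene expression was measured by RNA-seq in adipocyte progenitors (0 d) and adipocytes (7 d) from the AP and LP strips of the thoracic aorta PVAT of 3 rats, with n = 3 libraries in each of 4 groups. According to the submitters, cells were isolated by Liberase TL digestion. The paper's methods instead describe progenitors that migrated out of minced tissue fragments, and which holds for these libraries was not settled. The authors checked reads with FastQC 0.11, aligned them to Rnor_6.0 with HISAT2 2.1.0 and assigned them to genes with featureCounts 1.5.0-p3, and name StringTie 1.3.3b as well, and the deposited values are FPKM per gene that the authors computed from the reads assigned. These versions are the submitters'. The paper's methods give a different version of featureCounts, and which was used was not settled. The authors compared groups with a DESeq2 model. Whether reads were assigned by strand is not stated.

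The FPKM of each gene moves in steps of 1 read, from which the reads of each library were recovered as whole numbers in 100% of values (a deviation of at most 9.55e-09 reads, where under 0.001 counted as whole). They came to 12726310 to 27265979 reads per library. Of 32545 genes, 11520 were at 0 in all libraries, and 15993 with a mean FPKM of at least 0.1 were tested. Values were compared as log2(FPKM + 1) in limma 3.58.1 under R 4.3.3, with 1 mean per group, a trended prior variance and Benjamini-Hochberg adjustment over the genes tested. There were 7 contrasts: AP and LP adipocytes against their progenitors, AP against LP at each stage, the stage over both strips, the strip over both stages, and the difference between the strips' changes.

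Gene lists, 32 of them from general knowledge and 5 from genes that the paper names, were tested by limma's camera at a correlation of 0.01 between genes, with an estimated correlation and by fry, which tests a list against no change and not against other genes, as alternatives. For collagens and integrins, genes called at an unadjusted p under 0.05 were counted against all tested genes in a one-sided hypergeometric test, since fewer than 10 passed an adjusted p. The 29 genes that the paper names or that Fig. 2E and Fig. 3 show were tested by exact permutation within strata (400 arrangements, smallest p 0.005), and with labels exchanged within rats as an alternative added after the data were seen (64 arrangements, smallest p 0.0312). Shares of variance came from squared distances, with exact permutations for stage and strip, which ignore the rat, and 100000 random ones for the rat.

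The genes named in the text are those the paper names and, for each comparison of 2 groups, genes with a mean FPKM of at least 1, an official symbol, an adjusted p under 0.05 and the same direction in all 3 rats, the 10 with the highest and the 10 with the lowest log2 fold changes. Where fewer than 10 passed, the genes with the lowest unadjusted p and the same direction in all 3 rats filled the places and are given as values that did not pass. The text names those at the top. For each list, up to 4 members with the largest differences are named.

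The rat was read from the number that opens each label, in which libraries pair 4 to a rat. As a check of the pairing, 12 of 12 libraries had their best correlation with a library of the same number, among libraries of other groups and after group means were removed (median 0.168 over the 18 pairs of libraries from different groups with the same number, against -0.0781 over the 36 other such pairs), and 112 genes differed between rats at an adjusted p under 0.05. A fit with the rat as a block was an alternative. Others were the pseudocount, the filter, scaling by median ratios or quantiles, robust variances, library weights, protein-coding genes only, a fit of only the 2 groups compared, and leaving out each library and each rat. Voom on the recovered reads, with and without the block, and leaving out both adipocyte libraries of rat 62 were added after the data were seen.

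The fit was tested on simulated data with known changes in 50 genes for each size in AP adipocytes. At an adjusted p under 0.05 it recovered 34, 44, 47 and 50 of 50 genes at log2 changes of 1, 2, 3 and 4. Beside these stood 17 false calls, with 15993 genes tested. At an unadjusted p under 0.05 there were 5.01% false calls, and a contrast without changes gave 0 adjusted calls. These recoveries do not give the power on the real libraries. There Hmgn2 did not pass at a log2 fold change of 1.76 between AP adipocytes and AP progenitors (adjusted p = 0.336 from limma). No sample column was left unused. The paper's histology and culture assays were not analysed here.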

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

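In this part, the tests of the scaling of the rat 62 adipocyte libraries, of their rat and of the LP adipocyte library of rat 62 were chosen after the results were seen.

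The AP and LP adipocyte libraries of rat 62 lay apart from the other 10 libraries. Sequencing depth is argued against, since after all libraries were thinned to 12722969 reads, 0 of the other libraries had a lower mean rank correlation with the rest than either of them. Ranks within a library do not depend on how the authors scaled it, and on ranks 0 other libraries lay lower (mean rank correlation 0.936 for AP, 0.917 for LP and 0.946 to 0.962 for the others). Whether they were libraries of one of the other rats was not settled. RT1-A3, a class I histocompatibility gene, had 0 reads in both and 27 to 82 reads in the 8 libraries of rats 52 and 61. The gene was picked for being absent or present in all 4 libraries of each rat, so its reads cannot decide this. A difference between the rats in how far or how many cells differentiated stays open and was not tested, as do other causes. The AP and LP libraries did not move alike in all lists. Adipocyte markers had mean deviations of 0.160 and 2.67 and cell cycle genes 1.51 and -1.10, while actin and contractile genes were low in both (-1.10 and -1.96).

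All 37 cell cycle genes were higher in AP adipocytes than in AP progenitors. The authors' scaling of each library does not account for this, since the list had an adjusted p of 1.70e-28 after quantile normalization (p = 0.0380 with an estimated correlation before it, where 0 lists passed after adjustment). A single library does not account for it either, the highest adjusted p with each AP library left out being 5.12e-22. Whether the cultures were growing at collection goes with the stage in this design, and no biological explanation was tested.

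Adipocyte markers were lower in AP than in LP adipocytes, and after quantile normalization the list still passed at the preset correlation (adjusted p = 0.000848, while before it p was 0.317 with an estimated correlation), which argues against the authors' scaling as the cause. Without the LP adipocyte library of rat 62 the adjusted p was 0.647 with 20 genes higher and 7 lower in AP adipocytes, so that the direction rests on that library. Without the AP adipocyte library of rat 52 the list did not pass (adjusted p = 0.365), and without the AP adipocyte libraries of rats 61 and 62 and the LP adipocyte libraries of rats 52 and 61 it passed (adjusted p at most 0.0196). A difference between strips in rat 62 alone, or a different mix of cells in that library, stays open and was not tested.

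Of 60 groups of 6 libraries looked at for a library far from the others, 8 had one, against 3 expected by chance (1 in 20). Cell cycle genes in the LP progenitor library of rat 61 had a mean deviation of 0.561, its gap to the next library making up 0.768 of the range of progenitors, and in the LP adipocyte library of rat 62 one of -1.10 (0.652 of the range of adipocytes). In the AP adipocyte library of rat 62 the lowest means were those of collagens, at -0.776 (0.670 of the range), and of fibrillar collagens and collagen VI, at -1.34 (0.837). Integrins were lowest in the LP adipocyte library of rat 62, at -0.380 (0.687). Among progenitors, the LP library of rat 62 had the highest means of triglyceride synthesis, at -0.295 (0.697), and basement membrane genes, at 0.517 (0.841), and the LP library of rat 61 the lowest mean of Hox genes, at -0.227 (0.628).

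The change from progenitor to adipocyte differed between AP and LP cells, by a test of the difference itself, for 5 lists. These were cell cycle genes (camera adjusted p = 7.82e-18, and p = 0.0864 with an estimated correlation), adipocyte markers (0.00745 and 0.385), genes of lipolysis and fatty acid oxidation (0.0136 and 0.33), cartilage and bone markers (0.0136 and 0.0841) and matrix remodelling enzymes (0.0254 and 0.0287). Glucocorticoid response genes, which the paper does not discuss, rose in LP adipocytes (camera adjusted p = 1.31e-05, and p = 0.0116 with an estimated correlation). With an estimated correlation these p are unadjusted, and 0 lists passed after adjustment in any contrast.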

How the results depend on the processing

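In this part, voom on the recovered reads, the block within rats for the exact test, and leaving out both adipocyte libraries of rat 62 were chosen after the data were seen.

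The limits are n = 3 rats, a stage that goes with 7 d in culture, and values deposited as FPKM. Depth limits genes of few reads, and the smallest library held 12726310 reads. For values that changed, the cause was not tested, unless said. Of the counts, shares and tests over all alternatives, 357 stayed the same, 118 moved, 2 became stronger and 3 weaker. Of values for single genes 2280 stayed the same, 71 became stronger, 36 weaker and 3 reversed, and of values for single lists 227, 10, 105 and 18. Lists passing in the 7 contrasts (12 and 16 for AP and LP adipocytes against progenitors, 1 and 5 for AP against LP progenitors and adipocytes, 14 and 1 over both strips and stages, and 5 for the difference between changes) became 0 in each with an estimated correlation and 0 in each by fry, which tests a list against no change and not against other genes. With the rat as a block, genes at an adjusted p were 4 in LP cells (2 higher and 2 lower) and 44 for stage over both strips (20 and 24). Lists were 0 for AP against LP over both stages and 9 for the difference between changes (4 higher and 5 lower). Integrins had an unadjusted p of 0.0465 in the enrichment test between AP and LP (Fisher's exact test, 2 higher and 1 lower). Lists gained with the block were collagens (adjusted p = 0.0285) and glucocorticoid response (0.0137) in AP cells, macrophage markers (0.0262) and mechanosensing (0.0155) in LP cells, and actin and contractile genes between AP and LP adipocytes (0.0343). For stage over both strips they were collagens (0.0284), smooth muscle and pericyte markers (0.0439), and integrins, mechanosensing and vasoactive factors (0.0379 each). For the difference between changes they were white fat markers (0.0450), actin and contractile genes (0.0265), integrins (0.0162) and glucocorticoid response (0.0299). Lists lost were cartilage and bone markers in LP cells (0.0600) and fatty acid synthesis between AP and LP over both stages (0.0673), and the blocked fit changed no other list call. Library weights gave 153 genes at an adjusted p in AP cells (127 higher and 26 lower), 605 for stage over both strips (346 and 259), and 1 for AP against LP progenitors (0 and 1) and 1 over both stages (0 and 1). Unadjusted they gave 646 between progenitors (268 and 378) and 551 between adipocytes. A fit of only the 2 groups compared gave 106 genes in AP cells (103 and 3), 0 in LP cells and 203 unadjusted between AP and LP adipocytes. The 1 gene in LP cells became 0, as did that for stage over both strips, with a pseudocount of 0.1, a mean FPKM of at least 1, protein-coding genes or voom, and the latter also with robust variances. A pseudocount of 0.1 gave 524 genes with a log2 fold change over 1 in AP and 551 in LP cells, where low FPKM weigh more by construction. Between AP and LP adipocytes, unadjusted, no filter gave 556 and a mean FPKM of at least 1 gave 239, where the number of genes tested changes by construction. Voom gave 536 genes with a log2 fold change over 1 in AP and 551 in LP cells, and with the rat as a block 673 and 790, 502 unadjusted between progenitors (230 and 272), and 2 (2 and 0) and 79 (28 and 51) at an adjusted p in LP cells and for stage over both strips.

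Without both adipocyte libraries of rat 62, genes at an adjusted p were 0 in LP cells and 185 for stage over both strips (141 higher and 44 lower), unadjusted genes were 558 between progenitors (283 and 275) and 169 between adipocytes, lists were 2 between progenitors (1 and 1), 0 between adipocytes and 3 for the difference between changes (2 and 1), and 1 of the 29 genes differed between strips (exact permutation test). Directions then reversed between AP and LP adipocytes for adipocyte markers, brown fat and fatty acid synthesis (adjusted p = 0.216 each), lipolysis (0.346) and cell cycle genes (0.768), for the difference between changes of adipocyte markers (0.579) and lipolysis (0.764), and for brown fat in LP cells (0.705), and Plin1 had a log2 fold change of 0.67 between AP and LP adipocytes.

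Leaving out each library or rat, genes at an adjusted p ranged from 0 to 98 in AP cells (without the LP adipocyte library of rat 62), 0 to 1 in LP cells, 0 to 1 between progenitors (without the AP progenitor library of rat 52) and 0 to 235 for stage over both strips (without the LP adipocyte library of rat 62). For AP vs LP progenitors: genes at unadjusted p under 0.05 ranged from 237 to 654 (without rat 62), and for AP vs LP adipocytes: genes at unadjusted p under 0.05 from 178 (without the AP adipocyte library of rat 62) to 918 (without the LP adipocyte library of rat 52). Genes with a log2 fold change over 1 in LP cells ranged from 209 to 542 (without the LP adipocyte library of rat 52). Lists ranged, over the rats left out, from 4 (without rat 61) to 16 in AP cells, 0 (without rat 61) to 2 between progenitors, 0 (without rat 62) to 10 (without rat 61) between adipocytes, 1 to 7 (without rat 61) over both stages and 3 (without rat 62) to 9 (without rat 52) for the difference between changes. For adipocyte markers and adipogenic regulators, AP vs LP adipocytes, adjusted p ranged from 2.37e-07 (without rat 61) to 0.478. It ranged from 9.97e-05 to 0.478 for lipolysis and fatty acid oxidation, AP vs LP adipocytes, adjusted p, and for fatty acid synthesis, from 0.0425 to 0.541 for brown fat, and from 1.33e-17 to 0.771 for cell cycle, AP vs LP adipocytes, adjusted p, each reversed without rat 62. For adipocyte markers and adipogenic regulators, site by stage interaction, adjusted p ranged from 2.82e-05 to 0.929, and brown fat in LP cells from 0.0191 to 0.978, both reversed without rat 62. For cell cycle, LP adipocytes vs LP progenitors, adjusted p ranged from 5.17e-07 to 0.377 (reversed without rat 52), fibrillar collagens and collagen VI for stage over both strips from 0.276 to 0.861 (reversed without rat 52, at 0.741), and Hox genes between progenitors from 0.0592 to 0.953 (reversed without rat 61). Plin1 between AP and LP adipocytes ranged from -3.18 to 0.67, with 0.41 without the LP adipocyte library of rat 62. Integrins for stage had an enrichment p from 0.0264 (without rat 52) to 1 in Fisher's exact test. The share of stage ranged from 20.9% to 29.4% and that of the rat from 18.3% to 24.0%, with p as given beside the shares. Adjusted over the 29 genes, the 8 that passed between stages became 0 with labels exchanged within rats, where 0.0312 is the smallest p of that exact permutation test and 14 genes had it. Of the 29 genes, from 0 to 18 differed between stages and 0 to 2 between strips (exact permutation test), the 0 without a rat following by construction from a smallest p of 0.0556.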

Differences from the paper's values

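In this part, voom on the recovered reads, with or without the rat as a block, and leaving out both adipocyte libraries of rat 62 were chosen after the values were seen.

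The paper gives 290 genes higher and 188 lower between AP and LP progenitors and 103 higher and 194 lower between AP and LP adipocytes, at an FDR under 0.05 in its methods and a P under 0.05 in its figures. At an adjusted p under 0.05 limma called 0 and 0, and 0 and 0, and 0 alternatives set before the data were examined reached those counts. At an unadjusted p under 0.05, limma called 166 higher in AP progenitors and 195 higher in AP adipocytes, while its counts of lower genes were within 1.5 times the paper's. For progenitors, these alternatives set before the data were examined came within 1.5 times the paper's 290: no filter (243), only the 2 groups compared (198), the rat as a block (225), quantile normalization (196), library weights (268), and without the LP progenitor libraries of rat 52 (199), rat 61 (216) and rat 62 (223), the LP adipocyte library of rat 62 (229) or rat 62 (326). For adipocytes, these came within 1.5 times the paper's 103: mean FPKM of at least 1 (112), only the 2 groups compared (99), protein-coding genes (115), and without the AP progenitor library of rat 52 (146), the AP (84) or LP (129) adipocyte library of rat 62 or rat 62 (115). Other alternatives did not. Some of those listed took the lower count out of 1.5 times the paper's. For progenitors (paper 188) these were library weights (378) and leaving out the LP progenitor library of rat 52 (293) or all of rat 62 (328). For adipocytes (paper 194) they were mean FPKM of at least 1 (127) and only the 2 groups compared (104). Leaving out the AP (94) or LP (116) adipocyte library of rat 62 or rat 62 (121) did so too. Chosen after seeing the values, voom with the rat as a block gave 230 for progenitors. Leaving out both adipocyte libraries of rat 62 gave 283 and 92. That setting's lower count for adipocytes, 77, was out of 1.5 times the paper's 194. The paper gives no list of genes from which those dropped could be counted.

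The legend of Fig. 2B compares LP with AP, where the text compares AP with LP, and which holds for the counts was not settled. With the comparison turned, the adjusted counts were 0 in each case as before. Unadjusted, 159 genes were higher in LP progenitors beside the paper's 290 and 166 lower beside its 188, and 172 were higher in LP adipocytes beside its 103 and 195 lower beside its 194, so that the counts of higher genes differ again. Of the alternatives set before the data were examined, those within 1.5 times the paper's 290 were then no filter (227), the rat as a block (232), library weights (378), and without the LP progenitor libraries of rat 52 (293), rat 61 (233) and rat 62 (272), the LP adipocyte library of rat 62 (213) or rat 62 (328). Those within 1.5 times its 103 were mean FPKM of at least 1 (127), only the 2 groups compared (104), protein-coding genes (152), and without the AP progenitor libraries of rat 52 (137), rat 61 (134) and rat 62 (139), the AP (94) or LP (116) adipocyte library of rat 62 or rat 62 (121). Other alternatives were not. Some of those listed again took the lower count out of 1.5 times the paper's. For progenitors (paper 188) this was leaving out rat 62 (326). For adipocytes (paper 194) they were mean FPKM of at least 1 (112), only the 2 groups compared (99) and protein-coding genes (115). Leaving out the AP (84) or LP (129) adipocyte library of rat 62 or rat 62 (115) did so too. Chosen after seeing the values, voom with the rat as a block gave 272 for progenitors. Leaving out both adipocyte libraries of rat 62 gave 275 and 77. That setting took both lower counts out of 1.5 times the paper's (283 beside 188 and 92 beside 194). The paper again gives no list of genes from which those dropped could be counted.

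Between AP progenitors and AP adipocytes the paper gives 593 genes higher and 187 lower, and limma called 0 and 0 at an adjusted p under 0.05, and 230 and 35 at an unadjusted p under 0.05 with a log2 fold change over 1, the threshold of Fig. 2D. Between LP progenitors and LP adipocytes the paper gives 423 higher and 281 lower, and limma called 0 and 1 adjusted, and 133 and 110 in that way. Without the fold change, as in Fig. 2B, the counts were 765 and 488 in AP and 554 and 674 in LP cells, of which the higher ones are within 1.5 times the paper's and the lower ones are not. Adjusted counts reached the paper's under 0 alternatives set before the data were examined. With the fold change, a pseudocount of 0.1 came within 1.5 times the paper's value for AP higher (409) and LP lower (276), and leaving out the LP adipocyte library of rat 52 for LP higher (304) and LP lower (238), and other alternatives did not. Voom, chosen after seeing the values, gave 412 for AP higher and 287 for LP lower, and with the rat as a block 472 and 201 in AP and 392 and 398 in LP cells, where the paper gives no list of genes from which those dropped could be counted.

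The paper's panel for Col2a1 shows about 91, about 77, about 35 and about 54 FPKM in AP progenitors, LP progenitors, AP adipocytes and LP adipocytes in Fig. 3, read by eye, while the file holds 0.0146, 0.0408, 0.0195 and 0 FPKM. Col14a1 in the file is 0.995 to 1.01 times the values of that panel. Its panel for Fbn1 shows about 3200, about 2800, about 2300 and about 1900 FPKM in Fig. 3, read by eye, while the file holds 162, 228, 142 and 188 FPKM for Fbn1, and Fn1 in the file is 0.966 to 1.01 times the values of that panel. For Col4a4 it shows about 0.10 FPKM in AP and about 0.33 in LP in Fig. 3, read by eye, against 0.0335 and 0.107. As minus log10 of the enrichment p, Fig. 3A shows about 3.9 for collagens between stages, and about 0.15 for collagens and about 0.11 for integrins between AP and LP, read by eye, against 0.183, 0 and 0.

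Under 0 alternatives did the collagens pass the enrichment test between stages, where 4 of 32 entries were called (p = 0.656 in Fisher's exact test). As a list tested by camera, the collagens did pass between stages with the rat as a block and without rat 52. All 7 of 7 measured of the paper's own collagens and Thbs1 were lower in adipocytes. Of the 7 genes the paper has higher in adipocytes of both strips, all were higher, and Bmper and Pparg did not pass (exact permutation test, p = 0.085 each), nor did Cebpa (exact permutation test, p = 0.05). Before adjustment, Bmper passed with labels swapped within rats, a block chosen after the data were seen whose smallest possible p is 0.0312 and under which 0 of the 29 genes passed after adjustment, and without the LP progenitor library of rat 62, and Pparg and Cebpa without the AP or the LP adipocyte library of rat 52. The paper has Fgf2 and Myl9 lower in adipocytes, and here both were lower and did not pass (exact permutation test, p = 0.095 and p = 0.12). Fgf2 passed without the LP progenitor library of rat 61, and Myl9 without the AP adipocyte library of rat 61 or the LP adipocyte library of rat 52. Of the collagens it has lower, Col11a1, Col14a1, Col17a1 and Col2a1 were lower and did not pass (exact permutation test, p = 0.105, 0.1, 0.065 and 0.215). Col11a1 passed with that block and without the AP or LP adipocyte library of rat 52, Col14a1 without the LP progenitor library of rat 52, and Col17a1 after quantile normalization, without the AP progenitor library of rat 62 or without the LP adipocyte library of rat 52. Itga1 and Fbn1 were lower and did not pass (exact permutation test, p = 0.205 and p = 0.44), and Itga1 passed with that block. For Fbn1 the paper names fibronectin and shows values that match Fn1, which was lower in adipocytes and not given the exact test. Its panel for Col2a1 matches Col14a1. The p of Fbn1 and that of Col2a1 therefore do not test the values in those panels. Between strips, the paper has Col4a2 higher in LP and Itga2 higher in AP, and here both lay in that direction without passing (exact permutation test, p = 0.28 and p = 0.395) under 0 alternatives, while Col4a4 and Itgav lay in the paper's direction (exact permutation test, p = 0.005 and p = 0.03) and did not pass after adjustment over the 29 genes (adjusted p = 0.145 and 0.435). The p of Itgav was 0.05 or higher without the AP progenitor library of rat 52 or 61, the LP progenitor library of rat 61 or 62, any AP adipocyte library or the LP adipocyte library of rat 62.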

Other observations

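In this part, voom on the recovered reads was chosen after the data were seen. For lists, p with an estimated correlation is unadjusted, and 0 lists passed with it after adjustment in any contrast.

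Glucocorticoid response genes rose from LP progenitors to LP adipocytes, 15 of 16 measured entries being higher (Mt1 and Tsc22d3 having 2 gene identifiers each), by 0.79, 0.58 and 1.38 on average in rats 52, 61 and 62, and 4 were higher and 1 lower when adjusted over the list alone in limma. Angptl4, which encodes an inhibitor of lipoprotein lipase, stood at 46.5 ± 36.0 FPKM in LP progenitors and 187 ± 32.0 in LP adipocytes, and Fkbp5, a chaperone partner of the glucocorticoid receptor, at 5.57 ± 2.52 and 9.82 ± 3.07 FPKM (SD, n = 3 each). The LP progenitor library of rat 62 held 77.7 FPKM of Angptl4, against 7.18 and 54.6 in rats 52 and 61. In AP cells 12 of the 16 were higher (camera adjusted p = 0.0680), and the list passed there with the rat as a block (adjusted p = 0.0137) or without rat 52 (adjusted p = 0.0136). The induction medium holds a corticoid. Nuclear genes of oxidative phosphorylation rose in both strips, 27 of 31 entries (2 of them for Cycs) being higher in AP adipocytes (camera adjusted p = 0.00169, and p = 0.28 with an estimated correlation) and 29 of 31 in LP adipocytes (camera adjusted p = 1.14e-06, and p = 0.156 with an estimated correlation), with Ndufa4 higher in both. Without rat 62 the adjusted p in LP cells was 0.571. The 13 genes of the mitochondrial genome were all higher in AP adipocytes (camera adjusted p = 0.0244, and p = 0.394 with an estimated correlation), with adjusted p = 0.33 without rat 61 and 0.354 without rat 62.

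Vasoactive and secreted factors rose in LP cells, 12 of 18 being higher, led by Cfd, Adipoq, Retn and Lcn2 (camera adjusted p = 0.0250, and p = 0.192 with an estimated correlation). Smooth muscle and pericyte markers fell there, 10 of 12 entries (2 of them for Smtn) being lower, led by Cspg4 and Myh11 (camera adjusted p = 0.0495, and p = 0.0416 with an estimated correlation), with adjusted p = 0.233 without rat 52 and 0.103 without rat 61. Cartilage and bone markers fell in LP cells, 10 of 11 being lower, led by Spp1, osteopontin, and Sox9 (camera adjusted p = 0.0336, and p = 0.165 with an estimated correlation), and no longer passed with the rat as a block (adjusted p = 0.0600) or without rat 62 (adjusted p = 0.284). The difference between the strips' changes of these markers was lost without rat 62 (adjusted p = 0.186), and that of matrix remodelling enzymes without rat 61 (adjusted p = 0.0549). Fibroblast and progenitor markers were lower in AP than in LP adipocytes for 11 of 14, led by Dcn, decorin, and Dpp4 (camera adjusted p = 0.0239, and p = 0.0583 with an estimated correlation), with adjusted p = 0.0809 without rat 61 and 0.606 without rat 62.

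Other splits of the same libraries were fitted in the same way. Of 100 splits drawn for adipocytes against progenitors over both strips, 2 called as many genes, the real split included (unadjusted p under 0.05). Another split called 2372, more than the real 2190, so that chance is made less likely for this count and not excluded. Among the 17 that part the libraries of each rat and strip as the real one does, the highest other count was 1109. With the rat as a block, 1 of 32 splits that part every such pair called as many genes as the real 44. The highest other called 0. A share of 1 in 32 is the smallest these splits can give, so chance is again made less likely and not excluded. Over all splits, chance is not excluded for the 1 gene called without a block (20 of 100 splits, highest other 306, and 0 among the 17) or the 14 lists (15 of 100, highest other 19, also among the 17). For AP against LP over both stages it is not excluded for the 1 list (98 of 100, highest other 15, and 10 among the 17 that part the libraries of each rat and stage), and for the difference between the strips' changes it is not excluded for the 5 lists (64 of 100, highest other 20, and 10 among the 17). The genes called there in limma were 0 for AP against LP (223 higher and 208 lower at an unadjusted p under 0.05, and 0 by voom, highest other split 12) and 0 for the difference between changes (182 and 135 unadjusted, and 0 by voom, highest other 11). A count of 0 is reached by any split (100 of 100 in both), so that it says nothing on chance.

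For comparisons of 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and a count of 0 is reached by all 10. Of these, 4 part the libraries of every rat, the real one included, and the others keep both libraries of a rat together. Between AP progenitors and AP adipocytes the real split called 0 genes in limma (highest other 1, and 10 of the 10 called as many), 265 at an unadjusted p under 0.05 with a log2 fold change over 1 (highest other 96, 1 of 10) and 12 lists (highest other 15, 3 of 10), and the highest other counts among the 4 were 0, 48 and 14. Between LP progenitors and LP adipocytes it called 1 gene (highest other 111, 3 of 10), 243 (highest other 391, 3 of 10) and 16 lists (highest other 17, 2 of 10), and the highest among the 4 were 0, 104 and 12. Between AP and LP progenitors it called 0 genes at an adjusted p (highest other 1, 10 of 10), 325 unadjusted in limma (highest other 1248, 7 of 10) and 1 list (highest other 2, 9 of 10), and the highest among the 4 were 0, 264 and 1. Between AP and LP adipocytes it called 0 genes at an adjusted p (highest other 21, 10 of 10), 367 unadjusted in limma (highest other 1352, 8 of 10) and 5 lists (highest other 17, 9 of 10), and the highest among the 4 were 2, 481 and 11. In both comparisons of AP with LP, splits that call several times the real count point to a structure of the samples other than the strip.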
